# Follicular T cells are clonally and transcriptionally distinct in B cell-driven mouse autoimmune disease

**DOI:** 10.1038/s41467-021-27035-8

**Published:** 2021-11-18

**Authors:** Elliot H. Akama-Garren, Theo van den Broek, Lea Simoni, Carlos Castrillon, Cees E. van der Poel, Michael C. Carroll

**Keywords:** Autoimmunity, Lymphocyte differentiation, Germinal centres, Peripheral tolerance

## Abstract

Pathogenic autoantibodies contribute to tissue damage and clinical decline in autoimmune disease. Follicular T cells are central regulators of germinal centers, although their contribution to autoantibody-mediated disease remains unclear. Here we perform single cell RNA and T cell receptor (TCR) sequencing of follicular T cells in a mouse model of autoantibody-mediated disease, allowing for analyses of paired transcriptomes and unbiased TCRαβ repertoires at single cell resolution. A minority of clonotypes are preferentially shared amongst autoimmune follicular T cells and clonotypic expansion is associated with differential gene signatures in autoimmune disease. Antigen prediction using algorithmic and machine learning approaches indicates convergence towards shared specificities between non-autoimmune and autoimmune follicular T cells. However, differential autoimmune transcriptional signatures are preserved even amongst follicular T cells with shared predicted specificities. These results demonstrate that follicular T cells are phenotypically distinct in B cell-driven autoimmune disease, providing potential therapeutic targets to modulate autoantibody development.

## Abstract (web summary)

Follicular T cells regulate germinal centre reactions, but their phenotypes in autoimmune disease are unclear. Using a mouse model of autoantibody disease, the authors show that autoimmune follicular T cells differ by TCR clonotype and transcriptional profile from non-autoimmune follicular T cells.

## Introduction

Autoantibodies are characteristic of many autoimmune diseases, including Sjogren’s syndrome, Hashimoto thyroiditis, granulomatosis with polyangiitis, myasthenia gravis, and systemic lupus erythematosus (SLE). These pathogenic autoantibodies bind self-antigen, forming immune complexes that damage host organs or directly damage host tissues, leading to organ failure and clinical decline^1^. Longitudinal studies of patient sera have demonstrated that the specificity of this autoimmune response changes over time to react to a changing set of self-antigens, termed epitope spreading^2^. Although this phenomenon is well documented clinically, the molecular origins of autoantibody responses remain unknown.

Our group has developed a mixed bone marrow chimera model of autoantibody-mediated disease in mice^3^. Reconstitution of irradiated wild type mice with bone marrow containing a single autoreactive B cell clone is capable of initiating multiorgan autoimmune disease. These mice develop autoantibodies not only against the initial self-antigen, ribonucleoprotein, but also an array of unrelated self-antigens such as A proliferation-inducing ligand (APRIL), bactericidal permeability increasing protein (BPI), and glomerular basement membrane (GBM), leading to glomerular deposition of autoantibodies. These autoantibodies derive not from the original autoreactive B cell clone, but from wild type cells which enter germinal center reactions that eventually become independent of the original autoreactive B cell. This entry is T cell-dependent, as administration of anti-CD40L antibodies abrogates recruitment of wild type B cells to germinal centers. The nature of this T cell help, in particular the mechanisms by which follicular T cells contribute to loss of B cell tolerance and clonal evolution towards self-antigens, remains uncharacterized.

Follicular helper T (T_FH_) and follicular regulatory T (T_FR_) cells are critical regulators of the germinal center reaction, promoting the somatic hypermutation and class switch recombination necessary for high affinity antibody responses and B cell memory. In the light zone of germinal center reactions, T_FH_ cells provide CD40 and IL-21 stimulation to B cells to selectively expand high affinity B cell clones, while B cells present antigen and ICOSL stimulation to T_FH_ cells to stabilize the T_FH_ cell fate, reflected by expression of Bcl-6, CXCR5, and PD-1^4–6^. T_FR_ cells derive from natural regulatory T (Treg) cells that have gained expression of CXCR5 and lost expression of CCR7, leading to entry and participation in the germinal center reaction^7,8^. We hypothesized that follicular T cells regulate autoantibody development, and in the presence of a single autoreactive B cell clone adopt a dysfunctional phenotype that permits autoantibody development.

To elucidate possible mechanisms of follicular T cell dysfunction that permit loss of peripheral B cell tolerance, we isolate and perform paired single-cell RNA sequencing (scRNA-seq) and T cell receptor (TCR) sequencing of follicular T cells in a bone marrow chimera model of autoantibody-mediated disease. Analysis of gene expression paired with clonotypic identity indicates distinct patterns of repertoire expansion and accompanying transcriptional changes in autoimmune mice. Furthermore, prediction of antigen binding using VDJ database annotation shows that this differential expression is preserved even amongst clonotypes with the same predicted specificities. These results demonstrate that in the presence of an autoreactive B cell clone follicular T cells adopt a transcriptionally distinct phenotype that is reflected in the TCR repertoire.

## Results

### Autoimmune follicular T cells are transcriptionally distinct

B-cell driven autoimmune disease is established by reconstituting irradiated wild type mice with congenic wild type (WT) bone marrow mixed with bone marrow from 564Igi mice^3^, which have heavy and light chain knock in of an autoreactive B cell receptor against ribonuclear complexes^9^. To better characterize follicular T cells in this process, we performed paired scRNA-seq and scTCR-seq on CD4^+^CXCR5^+^PD-1^+^ cells isolated from mixed 564Igi chimeras (*n* = 5) ten weeks after reconstitution (Fig. 1a). 

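The single-cell RNA data came from 5 mixed 564Igi chimeras and 5 WT chimeras, with a separate 10x 5′ gene expression library for each mouse. Splenic CD45.2+CD45.1-CD3+CD4+CXCR5+PD-1+ cells had been sorted. According to the paper, the WT chimeras were immunized at week 6, boosted 4 weeks later and analyzed at week 12, while the sample labels give week 10 for both conditions. The labels record 2 female and 3 male WT chimeras and 3 female and 2 male 564Igi chimeras. *Xist* was found in 86.9% of cells in each condition, and the sequenced cells descend from donor marrow. The paper's text states that both sexes were used and matched within experiments, and does not name the sex of the marrow donors. The authors aligned reads to GRCm38 with Cell Ranger, filtered cells in Seurat, removed the variable and constant genes of both receptors, and normalized the cells of each condition separately with sctransform, regressing out the heat shock score among others. The deposited values are the natural log of the sctransform-corrected UMI count plus 1. Undoing the log gave whole numbers for 100% of the values (tolerance 1e-06), as raw counts would too. They summed to between 2804 and 4591 per cell, where raw UMIs ran from 2001 to 16223. By this narrower range, these are depth-corrected and not raw counts. Raw UMI totals per mouse were listed too, from 7884205 to 15241983 in WT chimeras (median 12191510) and from 3424280 to 14827300 in 564Igi chimeras (median 12227756). The authors' cluster name of each cell was taken as given. For each of 13798 genes, log2 of the corrected count plus 1 was averaged over the cells of a mouse, and mice served as the replicates. Genes found in at least 1% of cells in at least 5 mice were compared with limma, with the mean-dependent trend in its variance prior. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 with an absolute log2 fold change above 0.2. The paper's limits for its test over cells have the same numbers, but its p was adjusted after Bonferroni and its fold changes are on another scale, with a slope of 1.60 on the values used here over 1999 genes. Sequencing batches are not named in the labels or the paper's text, but the labels number the libraries of mice 34 and 36 apart from the others.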

For non-autoimmune controls, we used WT bone marrow chimeras (*n* = 5) that were immunized with NP-OVA six weeks after reconstitution to generate germinal centers against a foreign antigen. After concatenation of data across individual chimeras and quality control, we retained 13,432 cells with 1,653 median genes per cell from 564Igi (autoimmune) chimeras and 15,271 cells with 1,624 median genes per cell from non-autoimmune chimeras (Supplementary Table 1).

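The deposited tables held 28192 cells, of which 14965 came from WT chimeras (1890 to 4030 per mouse) and 13227 from 564Igi chimeras (1121 to 3120 per mouse). The median cell had 1627 genes and 3480 UMIs in WT chimeras and 1653 genes and 3627 UMIs in 564Igi chimeras. Per mouse, the median number of genes lay between 1473 and 1764 in WT and between 1351 and 1851 in 564Igi chimeras, without a difference beyond the spread between mice (two-sided exact permutation test over every assignment of the 10 mice to groups of 5, p = 0.913). All cells lay within the paper's limits on genes per cell and had at least 2001 UMIs and at most 7.00% mitochondrial UMIs. The paper's own filter was therefore already applied in the tables.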

**Fig. 1:**
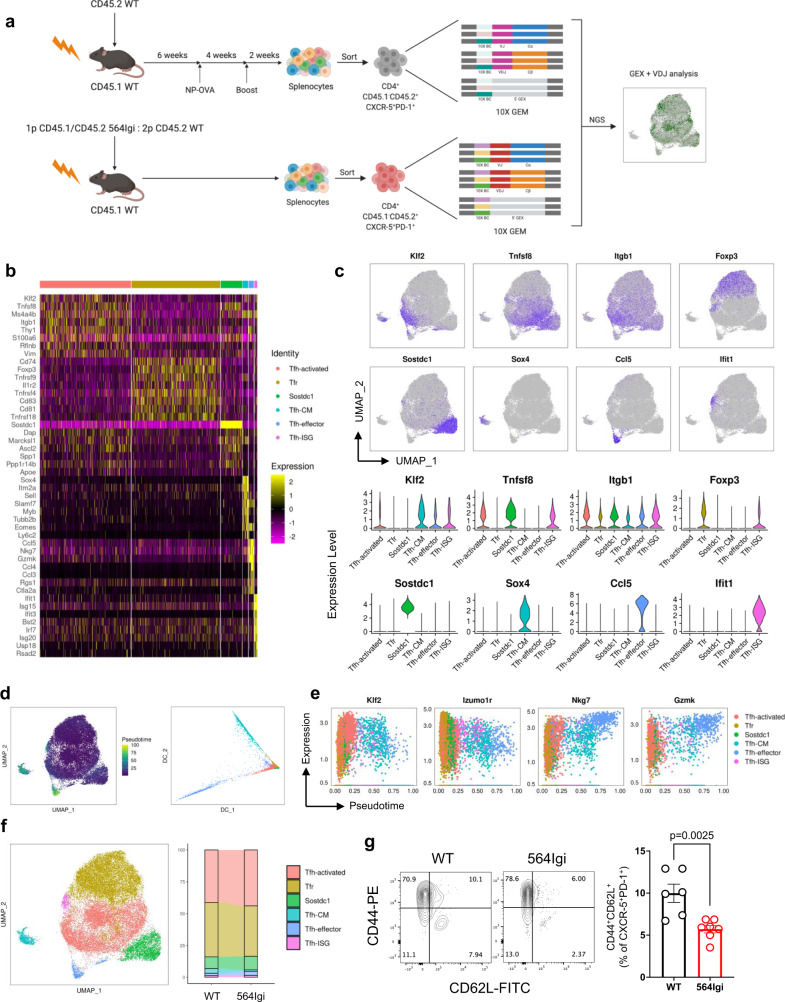
Identification of six follicular T cell clusters by scRNA-seq. **a** Schematic of experimental design to generate autoimmune bone marrow chimeras and isolate follicular T cells, followed by generation of 10X Gel Bead-In Emulsions (GEM) and single cell next-generation sequencing (NGS) to generate paired gene expression (GEX) and VDJ sequences. **b** Heatmap of individual cell’s (columns) expression of the top eight differentially expressed genes (rows) for each cluster (top colors). Log-normalized expression scaled for each gene. **c** Gene expression of cluster-defining genes projected onto UMAP (top) or within individual clusters (bottom) identified by scRNA-seq and unbiased clustering of follicular T cells. **d** Pseudotime projected onto UMAP (left) and diffusion map of diffusion component (DC) embeddings of cells colored by clusters (right). **e** Dot plots of correlation between pseudotime and gene expression of cells colored by cluster. **f** UMAP visualization of follicular T cells colored by unbiased cluster assignment (left) and stacked bar graph of percent of cells belonging to each cluster between wild type (WT, *n* = 5) and autoimmune (564Igi, *n* = 5) chimeras (right). **g** Flow cytometry contour plots (left) and quantification (right) of central memory frequency amongst CXCR5^+^PD-1^+^ cells from wild type (WT, *n* = 6) and autoimmune (564Igi, *n* = 7) chimeras. Data are represented as mean ± SEM. *P*-value computed using two-tailed Student’s *t*-test. Source data are provided as a Source data file.

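Detection of a transcript was counted as at least 1 corrected UMI and averaged over the mice of a condition. *Cd4* was found in 66.6% ± 2.42 of cells (SD, n = 5 mice) in WT chimeras and in 68.0% ± 1.44 (SD, n = 5) in 564Igi chimeras. *Cxcr5* was found in 41.1% ± 4.67 and 40.4% ± 7.58, *Pdcd1* in 73.5% ± 7.68 and 77.7% ± 4.70, and *Icos* in 62.6% ± 4.93 and 67.3% ± 3.84 of cells. None of these 4 differed between conditions beyond the spread between mice, with two-sided exact permutation p values from 0.119 (*Icos*) to 0.889 (*Cxcr5*). *Ccr7* was found in 13.0% ± 3.75 of WT cells and 8.51% ± 1.08 of 564Igi cells (two-sided exact permutation p = 0.0159, unadjusted). The T cell gene *Cd3e* was found in 99.4% and 99.5% of cells. As a level for RNA carried over from other cells, the B cell genes *Ms4a1* and *Cd79a* were found in 0.0431% and 0.224% of WT cells and in 0.0677% and 0.282% of 564Igi cells. Other genes of the B cell list were found more often, so this level depends on the genes taken. *Cd79b*, *Cd22* and *Fcmr* were found in 3.98%, 4.05% and 2.97% of WT cells and in 3.05%, 4.69% and 2.69% of 564Igi cells.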

We confirmed the follicular T cell identity of sequenced cells by visualizing expression of canonical markers of T_FH_ and T_FR_ cells, observing low expression of *Ccr7* and widespread expression of *Cd4, Cxcr5, Pdcd1*, and *Icos* (Supplementary Fig. 1). 

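The 28192 cells carried the authors' 6 cluster names. The activated T_FH_ cluster held 11953 cells, the T_FR_ cluster 11650, the *Sostdc1* T_FH_ cluster 2803, the central memory T_FH_ cluster 725, the effector T_FH_ cluster 682 and the interferon stimulated T_FH_ cluster 379. Median depth per cell ranged from 3461 UMIs in the T_FR_ cluster to 4027 in the central memory cluster.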

Unsupervised clustering of the combined samples revealed six conserved clusters and we visualized expression of the most significantly differentially expressed genes (DEGs) per cluster (Fig. 1b, Supplementary Data 1). DEGs assigned follicular T cell clusters to the known *Foxp3*^+^ T_FR_, *Tnfsf8*^*+*^ activated T_FH_, and *Sostdc1*^*+*^ T_FH_ subtypes, as well as previously undescribed follicular T cells subtypes of *Sox4*^*+*^*Sell*^*+*^ central memory T_FH_, *Ccl5*^*+*^*Gzmk*^*+*^ effector T_FH_, and *Ifit1*^*+*^ interferon stimulated (ISG) T_FH_ (Fig. 1c). 

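Each marker given here was found in a larger share of cells inside its cluster than among the other cells of the same mouse, in 10 of 10 mice. *Foxp3* was found in 56.0% ± 3.98 of T_FR_ cells (SD, n = 10 mice) and in 7.01% of the other cells. *Sostdc1* was found in 100% of its own cluster and 14.1% of other cells. *Sox4* marked 69.4% ± 14.1 of central memory T_FH_ cells against 0.533% of other cells. For effector T_FH_ cells, *Ccl5* was found in 76.1% ± 14.7 against 7.64%, and *Gzmk* in 83.1% ± 9.60 against 5.34%. *Ifit1* was found in 88.2% ± 5.96 of interferon stimulated T_FH_ cells and 5.22% of other cells. *Tnfsf8* was found in 63.5% ± 5.20 of activated T_FH_ cells and 30.6% of other cells, but its share was higher still in the *Sostdc1* cluster, at 77.0%. The shares in other cells include free RNA. No test is given, because the clusters were made from these same values.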

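The smallest number of cells that any of the 10 mice had in a cluster was 556 for activated T_FH_, 392 for T_FR_, 82 for *Sostdc1*, 23 for effector, 14 for interferon stimulated and 13 for central memory T_FH_ cells. Comparisons of expression within a cluster used the mice with at least 20 of its cells, which left 5 WT and 3 564Igi chimeras for central memory and 4 of each for interferon stimulated T_FH_ cells.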

Each subset was present in every individual chimera and their relatedness was visualized by hierarchical cluster tree (Supplementary Fig. 1). Pseudotime analysis illustrated potential developmental trajectories between follicular T cell subsets, revealing that central memory, effector, and ISG subsets represent distinct states in pseudotime and in developmental trajectory represented by a diffusion map (Fig. 1d). Gene-pseudotime correlation analysis revealed similar patterns of differentiation in follicular T cells from autoimmune and non-autoimmune chimeras (Supplementary Fig. 1), with decreasing expression of *Izuom1r* and increasing expression of *Nkg7* and *Klf2* in pseudotime (Fig. 1e). The distribution of follicular T cells to individual clusters was similar between autoimmune and non-autoimmune chimeras, with the exception of a decrease in central memory T_FH_ cells in autoimmune chimeras (Fig. 1f). 

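Central memory T_FH_ cells made up 3.68% ± 1.97 of a WT chimera's cells (SD, n = 5 mice, from 2.22% to 6.50%) and 1.41% ± 1.14 of a 564Igi chimera's cells (SD, n = 5, from 0.445% to 2.73%). The ranges overlapped, and the difference did not pass 0.05 (two-sided exact permutation test, p = 0.0794, Benjamini-Hochberg adjusted over 6 clusters 0.476). With all cells of a condition pooled, the shares were 3.74% and 1.25%. As a share of cells outside the T_FR_ cluster, the alternative that moved the difference most, central memory cells fell from 6.43% to 2.28% (two-sided exact permutation p = 0.0476). Among female mice the 564Igi share lay between 0.445% and 0.694% (n = 3) and the WT share between 2.30% and 6.50% (n = 2). Among males the 564Igi share of 2.59% to 2.73% (n = 2) lay inside the WT range of 2.22% to 5.01% (n = 3). With mice reassigned only within each labelled sex, the two-sided exact permutation p was 0.06. Activated T_FH_ cells made up 41.1% ± 5.34 of WT and 44.6% ± 6.10 of 564Igi cells, and T_FR_ cells 43.2% ± 7.53 and 39.0% ± 5.21. *Sostdc1* T_FH_ cells made up 8.82% ± 2.36 and 10.3% ± 3.34, effector T_FH_ cells 1.95% ± 0.944 and 3.17% ± 1.71, and interferon stimulated T_FH_ cells 1.29% ± 0.528 and 1.46% ± 0.537. Two-sided exact permutation p values of these 5 clusters ran from 0.183 to 0.627.

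**Figure D1:**
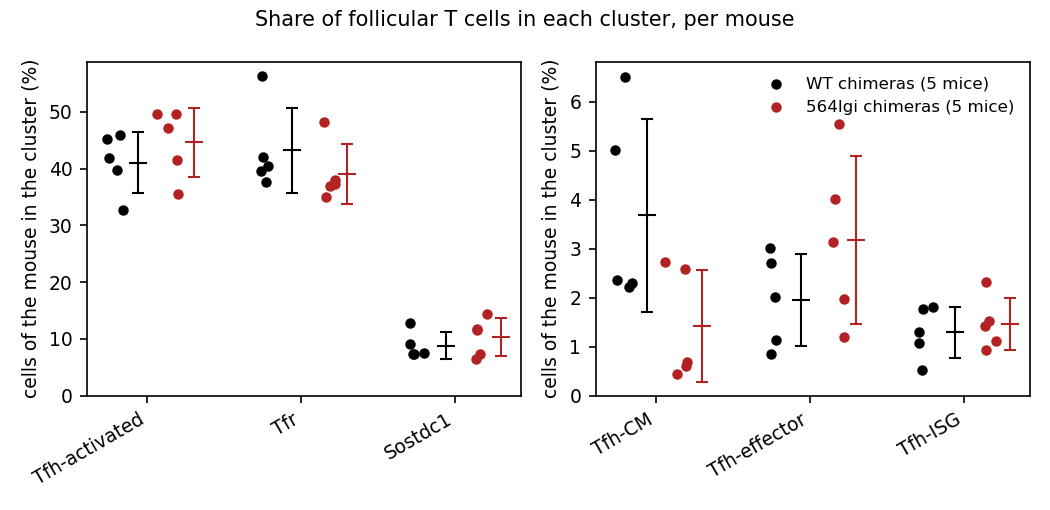
Share of a mouse's cells in each of the 6 clusters, in percent, for 5 WT and 5 564Igi chimeras; points are mice and bars show mean and SD. The central memory T_FH_ share is 3.68% in WT and 1.41% in 564Igi chimeras, with overlapping mice.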

We validated this finding by flow cytometry, observing a decrease in the frequency of CD44^+^CD62L^+^ cells and compensatory increase in CD62L^−^ cells amongst CD4^+^CXCR5^+^PD-1^+^ follicular T cells in autoimmune chimeras (Fig. 1g).

Although broad changes in cluster frequency were not observed, differential expression analysis revealed significant transcriptional changes between autoimmune and non-autoimmune chimeras, both amongst all follicular T cells and within individual clusters (Fig. 2a, Supplementary Data 2). 

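With mice as replicates, limma called 1 of 9959 genes tested among all follicular T cells, higher in 564Igi chimeras, and 318 genes had an unadjusted p under 0.05. Groups of mice did not overlap for 45 genes (0.452%), where chance gives 0.794%. In the activated T_FH_ cluster 1 of 9859 genes was called, in the T_FR_ cluster 2 of 9994, and in the *Sostdc1* cluster 2 of 9885. In the effector cluster 1 of 9637 genes and in the interferon stimulated cluster 1 of 9419 were called. No gene of 10351 was called in the central memory cluster by limma, with 784 at an unadjusted p under 0.05. All called genes were higher in 564Igi chimeras. Limma without the trend called 0 genes among all cells and in the activated, T_FR_ and *Sostdc1* clusters, and limma without the filter on low genes called 1, 0, 0 and 1. At an adjusted p under 0.05 with no limit on the fold change, 7, 4, 9 and 4 genes passed. Removing WT mouse 11 or 564Igi mouse 24 left 1 called gene in the T_FR_ cluster, and removing WT mouse 11, 12 or 14 or 564Igi mouse 21 or 24 left 1 in the *Sostdc1* cluster, which was *Gm42031*. Without WT mouse 14, 3 genes were called in the activated cluster, and without WT mouse 23, 2 among all cells. In simulated data with 200 genes changed by log2 0.3 or 0.6, recovery depended on how much genes vary between mice. It was 99.0% among all cells for genes drawn from all those tested, whose median standard error was 0.0121. For genes drawn from the 736 with a standard error in the range of the 10 genes that the paper names, 0.0374 to 0.177, it was 55.0% for changes of 0.3 and 96.0% for 0.6, so changes of 0.3 in such genes can be missed. No gene of 9682 was called by limma when the difference between conditions was itself compared between T_FR_ and activated T_FH_ cells, with 704 at an unadjusted p under 0.05. Of the 70 genes that pass the paper's thresholds in the part of Supplementary Data 2 held here, 68 were tested. All 68 had the paper's direction in the means over mice, 47 had an unadjusted p under 0.05, 3 had mice without overlap (4.41%) and 1 was called. The paper selected these genes on the same mice, so their direction and unadjusted p values are not independent evidence.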

Follicular T cells from autoimmune chimeras increased expression of lymphocyte-antigen 6 (*Ly6a*), the long non-coding RNA *Gm42031*, and the checkpoint receptor *Lag3* and decreased expression of the transcription factor *Id3* (Fig. 2b). These transcriptional changes were validated by sorting CD4^+^CXCR5^+^PD-1^+^GITR^−^ T_FH_ and CD4^+^CXCR5^+^PD-1^+^GITR^+^ T_FR_ cells from autoimmune and non-autoimmune chimeras and performing qRT-PCR, revealing ~5-fold upregulation of *Gm42031* and ~2-fold upregulation of *Ly6a* (Supplementary Fig. 2). 

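*Gm42031*, annotated as a long intergenic non-coding RNA (ENSMUSG00000110386.1) on chromosome 8 of GRCm38 from 85125872 to 85132289, was the gene called among all follicular T cells. Its mean log2 level was 0.48 ± 0.13 (SD, n = 5 mice) in WT and 2.33 ± 0.58 (SD, n = 5) in 564Igi chimeras, a log2 fold change of 1.85 (standard error 0.18, limma adjusted p = 1.39e-05). It was found in 35.9% of WT and 89.7% of 564Igi cells, and every 564Igi mouse lay above every WT mouse (two-sided exact permutation p = 0.00794, the smallest that 5 against 5 allow). Its log2 fold change was 1.93 in activated T_FH_, 1.76 in T_FR_, 2.13 in *Sostdc1*, 1.51 in effector and 1.75 in interferon stimulated T_FH_ cells, all called, and 0.83 in central memory T_FH_ cells (limma adjusted p = 0.0570). Limma without the trend did not call it among all cells (adjusted p = 0.141, against 2.46e-09 to 0.00231 with each mouse left out). Nor did it call *Gm42031* in the activated, T_FR_ and *Sostdc1* clusters. Limma without the filter on low genes did not call *Gm42031* in the activated and T_FR_ clusters. *Ly6a* (ENSMUSG00000075602.10, chromosome 15, 74994877 to 74998031) had a log2 level of 1.22 ± 0.23 in WT and 1.76 ± 0.21 in 564Igi chimeras, a log2 fold change of 0.54 (standard error 0.11, limma adjusted p = 0.0776). In the T_FR_ cluster *Ly6a* was called, with a log2 fold change of 0.85 (limma adjusted p = 0.00162). Without WT mouse 11 or 564Igi mouse 24 its adjusted p there was 0.0141 or 0.0219, and it was not called. Between T_FR_ and activated T_FH_ cells, the log2 fold change of *Gm42031* was smaller in T_FR_ cells by 0.17 (two-sided exact permutation p = 0.00794, adjusted over 10 genes 0.0794) and that of *Ly6a* larger by 0.58 (two-sided exact permutation p = 0.0317, adjusted over 10 genes 0.139). *Lag3* (ENSMUSG00000030124.2, chromosome 6, 124904361 to 124911705) changed by 0.26 on the log2 scale (two-sided exact permutation p = 0.119). *Id3* (ENSMUSG00000007872.3, chromosome 4, 136143497 to 136145755) fell by 0.29 (standard error 0.07, limma adjusted p = 0.203), and 4 of 5 564Igi mice lay below every WT mouse (two-sided exact permutation p = 0.0159). On the scale of Supplementary Data 2, log2 of the mean count per 10000 plus 1, the means over mice gave 0.55 for *Ly6a*, 2.66 for *Gm42031*, 0.47 for *Lag3* and -0.57 for *Id3*, where the paper's reported values are 0.51, 2.69, 0.38 and -0.52. Two-sided exact permutation p values on that scale, unadjusted, were 0.0238, 0.00794, 0.151 and 0.00794 in the same order.

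**Figure D2:**
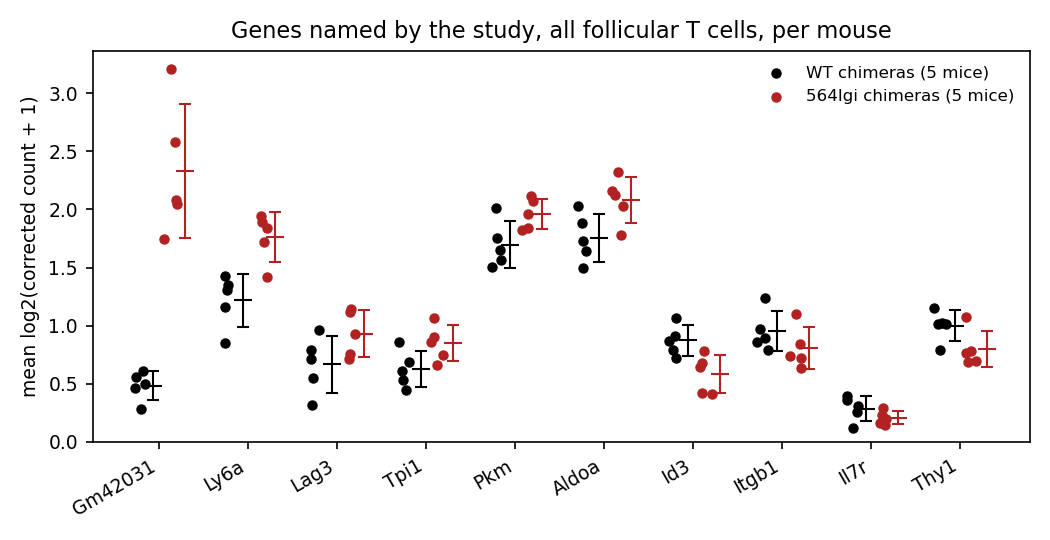
Mean log2(corrected count + 1) per mouse of the genes named for the comparison of conditions, for 5 WT and 5 564Igi chimeras; points are mice and bars show mean and SD. *Gm42031* separates all 564Igi mice from all WT mice, at 2.33 against 0.48.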

Differential expression was confirmed at the protein level by flow cytometry (Fig. 2c, d) and immunofluorescence (Supplementary Fig. 2), demonstrating increased expression of Stem Cell Antigen-1 (Sca-1, protein name for *Ly6a*) in follicular T cells in autoimmune chimeras. Notably, follicular T cells from wild type mice exposed to chronic foreign antigen or isolated from mesenteric lymph nodes also expressed decreased Sca-1, even after 12 weeks (Supplementary Fig. 2), suggesting that this difference is due to the autoimmune environment and not chronic exposure to antigen.

**Fig. 2:**
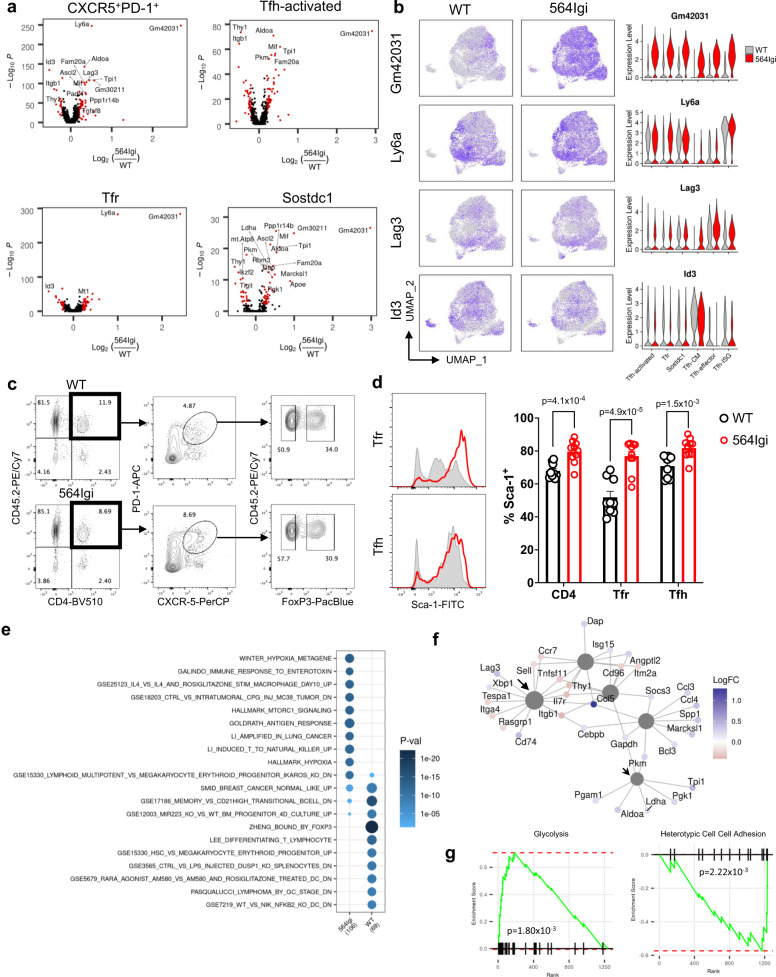
Autoimmune follicular T cells express increased Sca-1 and glycolytic genes. **a** Volcano plots of differentially expressed genes between mixed autoimmune (564Igi) versus wild type (WT) chimera follicular T cells (CXCR5^+^PD-1^+^, top left) or within assigned clusters. Adjusted *P*-value < 0.01 and absolute log_2_FC > 0.2 shown in red. Differential expression computed by MAST and adjusted for multiple comparison based on Bonferroni correction. **b** Expression level of select differentially expressed genes projected onto UMAP (left) or within individual clusters (right) between WT (gray) or mixed 564Igi (red) chimeras. **c** Gating strategy to identify T follicular helper (T_FH_) cells and T follicular regulatory (T_FR_) cells from bone marrow chimeras. **d** Flow cytometry histograms (left) and quantification (right) of Sca-1 expression in T_FH_ and T_FR_ cells from WT (black, *n* = 9) or mixed 564Igi (red, *n* = 10) chimeras. **e** Biological theme comparison of annotated gene sets between WT and mixed 564Igi chimera follicular T cells. Size represents gene ratio and color represents *P*-value. **f** Network plot of five most significant gene sets enriched in differentially expressed genes between mixed 564Igi versus WT chimera follicular T cells. Gray circles represent gene sets, colored dots represent genes colored by log fold change in mixed 564Igi compared to WT chimera follicular T cells. Arrow identifies leukocyte adhesion module (GO:0007159) and arrowhead identifies glycolytic module (M18792). **g** Gene set enrichment plot of indicated gene module against genes ranked by fold enrichment in mixed 564Igi chimera follicular T cells. Data are represented as mean ± SEM. *P*-value computed using two-tailed Student’s *t*-test. Source data are provided as a Source data file.

To test whether the differential expression observed in our mouse model of B cell driven autoimmune disease is recapitulated in human disease, we examined scRNA-seq data performed on CD45^+^ leukocytes from renal biopsies from SLE patients made available through the Accelerating Medicines Partnership (AMP)^10,11^. T cells were identified by unbiased clustering of all leukocytes and unbiased clustering was performed again to identify T_FH_, effector CD8, Treg, resident memory CD8, central memory CD8, and interferon stimulated CD4 cells defined by the expression of canonical markers such as *CD40LG, GZMB, FOXP3, ITGA1*, and *EOMES* (Supplementary Fig. 2). In addition to an overall increase in the number of kidney-resident T cells, SLE kidneys had an increased proportion of resident memory and central memory CD8 cells (Supplementary Fig. 2). Although limited by sparse lymphocytic renal infiltration in healthy controls, differential expression analysis within individual clusters revealed decreased expression of *AIM1* and *IL7R* and increased expression of *KLF2* in kidney-resident T_FH_ cells from SLE patients compared to healthy controls, as well as increased expression of *CX3CR1* in kidney-resident CD8 cells (Supplementary Fig. 2). We supplemented this scRNA-seq analysis with a second human dataset of bulk RNA-seq performed on CD4^+^ T cells isolated from peripheral blood mononuclear cells from SLE patients and healthy controls^12^. Human gene names were converted to mouse orthologs using BioMart and DEGs (absolute log_2_FC > 0.2, adjusted *p*-value <0.05) were compared amongst all three datasets (Supplementary Fig. 2). Correlational analysis of fold change in gene expression between mouse and human datasets revealed that *Il7r, Id3*, and *Tnfsf11* are commonly decreased and *Ccl4, Lag3, Ascl2, Nkg7*, and *Spp1* are commonly increased in SLE and autoimmune chimeras (Supplementary Fig. 2). Patient stratification using SLE Disease Activity Index (SLEDAI) scores revealed that decreased *ID3* and increased *LAG3* expression is independent of inactive or active disease states (Supplementary Fig. 2). These data suggest that human CD4^+^ T cells are also transcriptionally distinct, albeit with different patterns of DEGs, in SLE.

To study the biological relevance of the DEGs observed in autoimmune chimeras, we performed gene ontology analysis on DEGs between autoimmune and non-autoimmune follicular T cells. Biological theme comparison revealed an association between hypoxia and glycolysis related gene sets and autoimmune chimera DEGs (Fig. 2e). 

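The glycolytic enzymes were tested as a set of 16 genes, from hexokinase to lactate dehydrogenase, written down before the data were examined. Of these, 14 had a higher mean in 564Igi chimeras, with a median log2 fold change of 0.12 against a median near 0 (-0.00184) for all tested genes. The set's camera p with the preset correlation was 2.70e-12. It was 0.0224 with the correlation estimated from the data and 0.0667 under fry, so the call held under the estimated correlation and not under fry. Limma called 0 of the 16 genes, with 0 also when adjusted over the list alone, where the lowest adjusted p was 0.0664.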

Network visualization revealed this was due to increased expression of *Tpi1, Pkm*, and *Aldoa* (Fig. 2f). In contrast, follicular T cells from autoimmune chimeras decreased expression of cell adhesion related genes, including *Itgb1, Il7r*, and *Thy1* (Fig. 2f). 

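*Aldoa* had a log2 level of 1.75 ± 0.21 (SD, n = 5 mice) in WT and 2.08 ± 0.20 (SD, n = 5) in 564Igi chimeras, a log2 fold change of 0.33 (limma adjusted p = 0.985, two-sided exact permutation p = 0.0397). *Pkm* (ENSMUSG00000032294.17, chromosome 9, 59656368 to 59679375) rose from 1.70 ± 0.20 to 1.96 ± 0.13 (two-sided exact permutation p = 0.0476), and *Tpi1* (ENSMUSG00000023456.15, chromosome 6, 124810586 to 124814296) from 0.63 ± 0.16 to 0.85 ± 0.16 (two-sided exact permutation p = 0.0556). Neither *Aldoa*, *Pkm* nor *Tpi1* was called among all cells. *Tpi1* was called in the activated T_FH_ cluster when WT mouse 14 was left out, at a log2 fold change of 0.33 (limma adjusted p = 0.00946).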

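*Thy1* (ENSMUSG00000032011.5, chromosome 9, 44043384 to 44048579) was lower in 564Igi chimeras by a log2 fold change of -0.20 (standard error 0.07, two-sided exact permutation p = 0.0873). *Itgb1* (ENSMUSG00000025809.15, chromosome 8, 128685654 to 128733200) changed by -0.14 (two-sided exact permutation p = 0.246) and *Il7r* (ENSMUSG00000003882.5, chromosome 15, 9505788 to 9530176) by -0.08 (two-sided exact permutation p = 0.190). On this scale none of the 3 had an exact permutation p under 0.05 or was called by limma over all genes. For *Thy1*, 4 of 5 564Igi mice lay below every WT mouse, and its limma p adjusted over the 10 genes that the paper names was 0.0159. On the scale of Supplementary Data 2 they were -0.33 for *Thy1* (two-sided exact permutation p = 0.0238), -0.31 for *Itgb1* and -0.26 for *Il7r* (two-sided exact permutation p = 0.206 and 0.190). Of the 10 genes that the paper names for this comparison, 5 had a two-sided exact permutation p under 0.05, and 0 when adjusted over the list alone, where the lowest was 0.0529. Limma adjusted over the list alone called 3 of the 10, *Gm42031*, *Ly6a* and *Id3*. The study chose these genes on the same mice, so the adjustment over the list alone is not independent evidence.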

Gene set enrichment analysis confirmed these associations, finding positive enrichment for a glycolytic module (M5937) and negative enrichment for cell adhesion (GO:0034113) in the ranked DEGs from follicular T cells from autoimmune chimeras (Fig. 2g). These findings suggest that follicular T cells are transcriptionally distinct in B cell driven autoimmune disease, with notable changes in metabolic state and cell–cell adhesion.

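For the interferon-stimulated genes, a set of 20 written down before the data were examined, 18 were tested and 14 had a higher mean in 564Igi chimeras, with a median log2 fold change of 0.01. Camera with its preset correlation gave p = 4.95e-05, which did not hold with the estimated correlation (p = 0.224) or under fry (p = 0.434). Of the 18 genes, limma called 0, also when adjusted over the list alone. From its differential expression and enrichment results, the paper proposes that follicular T cells in B cell-driven autoimmunity are a transcriptionally distinct population whose metabolism and adhesion have changed.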

### Follicular T cell clusters are clonotypically distinct

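The TCR data came from 10x V(D)J libraries of the same 10 mice, made from the cDNA of the same sorted cells. The authors assembled contigs with Cell Ranger and kept cells with full-length productive chains. Their table gives each retained cell the CDR3 amino acid and nucleotide sequences, V and J genes and UMIs of its contigs, with at most 2 values per field in alphabetical order and repeats merged. Between 2597 and 4695 cells per WT chimera (median 3924) and between 2047 and 4022 per 564Igi chimera (median 3546) were listed. The median TCR UMIs per cell ranged from 9 to 25 over WT and from 10 to 23 over 564Igi chimeras. Clonotypes were defined by the pair of CDR3 amino acid sequences as listed, which is how the authors' clone sizes are counted. In 30994 cells (91.6%) the pair was 1 α and 1 β sequence. In 2362 cells it was 2 α sequences and in 377 cells 2 β sequences, together 8.10% of cells and 10.9% of clonotypes. The share of such cells was 7.30% ± 2.33 (SD, n = 5) in WT and 8.14% ± 2.90 (SD, n = 5) in 564Igi chimeras (two-sided exact permutation p = 0.619). Comparisons took mice as replicates, except that of CDR3β lengths of expanded clonotypes, which permuted clonotypes, and, where a clonotype's chains mattered, used only cells with 1 α and 1 β sequence.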

In parallel to scRNA-seq, we performed scTCR-seq on follicular T cells isolated from autoimmune and non-autoimmune chimeras. Of the 134,614 reads recovered, 85,955 (64%) represented full length and productive VDJ sequences, defined by an open reading frame spanning the entire VDJ sequence. These reads belonged to 43,896 unique cells, 33,833 (77%) of which had paired full length TCRα and TCRβ chains. Clonotypes were defined by identifying all cells with identical CDR3α and CDR3β amino acid sequences. After filtering, we retained 15,565 cells representing 6,745 unique clonotypes from autoimmune chimeras and 18,268 cells representing 8,871 unique clonotypes from non-autoimmune chimeras. 

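The deposited table held 33833 cells with 15608 distinct CDR3 pairs. Counted anew from the listed sequences, 18268 cells with 8871 clonotypes came from WT and 15565 cells with 6745 clonotypes from 564Igi chimeras. When only cells with 1 α and 1 β sequence were counted, these numbers were 16835 and 7911 in WT and 14159 and 5906 in 564Igi chimeras.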

Repertoire-wide CDR3 length and consensus sequences (Supplementary Fig. 3) were not significantly different in autoimmune and non-autoimmune chimeras, and unbiased hierarchical clustering of variable gene usage was unable to distinguish autoimmune follicular T cells (Supplementary Fig. 3).

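Counting each clonotype once, the CDR3α was 13.5 ± 0.0554 amino acids long in WT and 13.6 ± 0.103 in 564Igi chimeras (SD, n = 5 mice each, two-sided exact permutation p = 0.317). The CDR3β was 13.8 and 13.9 amino acids long (two-sided exact permutation p = 0.151). Counting each cell instead, the alternative that moved the lengths most, the CDR3α was longer in 564Igi chimeras by 0.169 amino acids (two-sided exact permutation p = 0.00794). Without WT mouse 12, the CDR3β was longer in 564Igi chimeras by 0.0976 amino acids (two-sided exact permutation p = 0.0238). For V gene usage, the mean Jensen-Shannon divergence between mice of different conditions exceeded that within a condition by 0.00155 for α and by 0.00107 for β. As large a difference arose in other splits of the 10 mice into 5 and 5, with a one-sided exact permutation p of 0.278 for α and 0.246 for β over 126 splits. Without 564Igi mouse 24, the α difference was 0.00809 (one-sided exact permutation p = 0.0397).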

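Of 15608 clonotypes, 24 were found in more than 1 mouse, and all of these had 1 α and 1 β sequence. They comprised 410 cells, 1.21% of the total. For 18 of the 24 the CDR3 nucleotide sequences differed between the mice, and for 6 a nucleotide sequence was found in all of the clonotype's mice. No cell barcode was shared between mice within such a clonotype.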

Unweighted network analysis of expanded clonotypes revealed limited clonotypic sharing amongst individual samples (Fig. 3a). 

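Of the 24 clonotypes found in several mice, 10 were found only in WT and 6 only in 564Igi chimeras, which left 8 in both. Over all 126 splits of the 10 mice into 5 and 5, the number found in both groups had a median of 14.5 and ranged from 6 to 20, and 4 splits gave 8 or fewer (one-sided exact permutation p = 0.0317). With each mouse left out in turn, 5 to 8 clonotypes were found in both conditions and the exact p ran from 0.0159 to 0.175, and in 6 of 10 cases it was no longer under 0.05. Defining clonotypes by their nucleotide sequences changed the direction, with 5 of 7 shared clonotypes in both conditions where the median split had 4 (one-sided exact permutation p = 0.857).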

Of the 15,608 unique clonotypes identified, only eight were identified in both autoimmune and non-autoimmune mice (Fig. 3b). Given the limited number of clonotypes shared between autoimmune and non-autoimmune mice, we first sought to examine if the TCR repertoire in its entirety could be used to distinguish autoimmune and non-autoimmune follicular T cells. We performed variable autoencoder (VAE)-based featurization of the TCR repertoires of individual chimeras to train an unbiased neural network using DeepTCR^13^ (Supplementary Fig. 3). Although autoimmune repertoires are somewhat distinguishable based on Kullback–Leibler divergence (Fig. 3c), the unsupervised classification algorithm was unable to distinguish repertoires based on autoimmunity as assessed by area under the curve (AUC, Fig. 3d). UMAP visualization of TCR repertoire featurization confirmed an inability to distinguish clonotypes based on autoimmune condition (Supplementary Fig. 3). These results suggest that entire follicular T cell repertoires are not intrinsically distinct in autoimmune chimeras. However, given the presence of sparse clonotypes shared amongst individual chimeras, we next examined whether these public clonotypes might be capable of distinguishing autoimmune and non-autoimmune follicular T cells. Adapting non-metric multidimensional scaling (NMDS) analyses typically used to distinguish ecological communities using shared species, we compared similarities amongst individual chimeras using shared clonotypes, observing that public clonotypes are capable of separating chimeras on the basis of autoimmunity (Fig. 3e). This was confirmed by unbiased hierarchical clustering of public clonotypes (Fig. 3f), revealing similarity in sample distribution amongst clonotypes from autoimmune chimeras. Together these findings suggest that although entire follicular T cell repertoires are not distinguishable between autoimmune and non-autoimmune chimeras, public clonotypes are preferentially shared amongst follicular T cells from autoimmune chimeras.

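The 24 clonotypes gave 30 pairings of a clonotype with 2 mice that carried it, and 19 of these joined mice of the same condition. The median split of the 10 mice gave 13 (one-sided exact permutation p = 0.0476 over 126 splits). This result rested on few clonotypes. With each mouse left out in turn, 10 to 18 pairings lay within a condition and the exact p ran from 0.0397 to 0.183, and in 7 of 10 cases it was no longer under 0.05. Requiring V genes to match left 15 of 25 pairings within a condition (one-sided exact permutation p = 0.0794).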

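Of the 19 pairings within a condition, 12 joined WT chimeras and 7 joined 564Igi chimeras, where random groups of 5 of the 10 mice gave a median of 6. At least 7 pairings were found in 116 such groups for 564Igi (one-sided exact permutation p = 0.460), and at least 12 had a one-sided exact permutation p of 0.0833 for WT. From public clonotypes, the paper proposes that clonotypes are shared by preference among follicular T cells of autoimmune chimeras, although whole repertoires could not be told apart.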

**Fig. 3:**
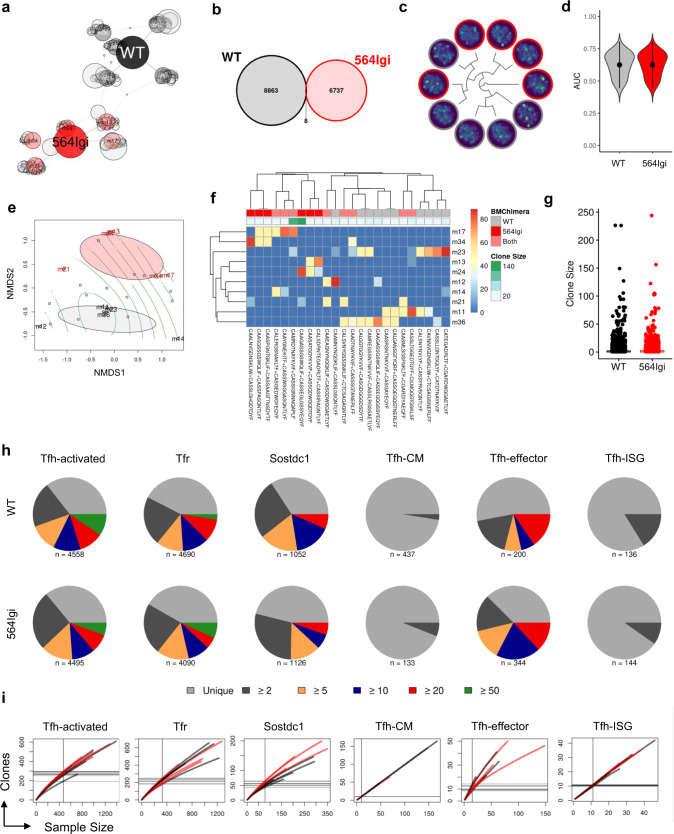
Public clonotypes are distinct between autoimmune and non-autoimmune follicular T cells. **a** Unweighted network analysis of expanded clonotypes (>10 individual cells) from WT (black) and mixed 564Igi (red) chimeras. Clonotypes are defined by paired full length TCRα and TCRβ sequences. Individual samples are depicted as colored circles, clonotypes are depicted as gray circles and sized according to number of cells belonging to given clonotype. Edges represent clonotype membership to individual samples. **b** Venn diagram comparing number of unique and shared clonotypes between WT (black) and mixed 564Igi (red) chimeras. **c** Repertoire dendrogram of variable autoencoder-based featurization of TCR repertoires of individual samples represented in UMAP space. Dendrogram represents inter-repertoire symmetric Kullback–Leibler divergence computed from sample-agnostic network-based clustering. Color of node indicates sample condition (gray, WT; red, 564Igi). **d** Performance of K-nearest-neighbors instance-based unsupervised classification algorithm applied to TCR repertoire featurization assessed by area under the curve (AUC). Data are represented as mean ± SD. **e** Ordinance plot of non-metric multidimensional scaling (NMDS) of clonotype distribution amongst individual samples. Text indicates sample name and color indicates sample condition (gray, WT; red, 564Igi). Individual clonotypes are depicted as gray circles. **f** Hierarchical clustering of public clonotypes based on distribution amongst chimeras (rows). Column colors indicate sample condition of given clonotype (gray, WT; red, 564Igi; light red, both) and number of individual cells belonging to each clonotype. Columns are labeled with CDR3 sequences from TCRαβ pairings. **g** Number of individual cells belonging to each clonotype amongst WT (black) or mixed 564Igi (red) chimeras. **h** Pie charts of clonal expansion of follicular T cell clusters identified by scRNA-seq (columns) in WT (top) or mixed 564Igi (bottom) chimeras. Number of cells with both TCRα and TCRβ successfully identified is shown below each pie chart. For clonotypes expressed by two or more cells, the number of cells expressing that clone is shown by a distinct color. **i** Rarefaction curves of clonotype richness within follicular T cell clusters identified by scRNA-seq. Individual samples are depicted by lines and colored by sample condition (black, WT; red, 564Igi).

To examine whether clonotypic expansion is altered in autoimmune chimeras, we compared the geometric means of clone sizes calculated as the number of individual cells identified within that clonotype. No significant differences were observed in clone size between autoimmune and non-autoimmune chimera follicular T cells (Fig. 3g). 

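The geometric mean clone size within a mouse was 1.32 ± 0.0902 cells (SD, n = 5) in WT and 1.43 ± 0.0699 cells (SD, n = 5) in 564Igi chimeras (two-sided exact permutation p = 0.0714). The arithmetic means were 2.18 and 2.27 cells (two-sided exact permutation p = 0.706). With each mouse thinned to 2047 cells, the two-sided exact permutation p was 0.127, and with only cells of 1 α and 1 β sequence it was 0.0635. Leaving out WT mouse 12 raised the difference from 0.110 to 0.146 cells (two-sided exact permutation p = 0.0238), and leaving out 564Igi mouse 34 gave 0.134 (two-sided exact permutation p = 0.0476).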

Clonal expansion within individual clusters determined by scRNA-seq was also broadly similar between autoimmune and non-autoimmune chimera follicular T cells (Fig. 3h). 

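Among cells with RNA and TCR, 64.4% ± 6.32 in WT and 66.1% ± 6.84 in 564Igi chimeras (SD, n = 5 mice each) belonged to clonotypes of 2 or more cells (two-sided exact permutation p = 0.667). For single clusters, only a clonotype's cells within the cluster were counted. These shares therefore also depend on how many cells of a cluster were sampled, and are not parts of the share above. The share was 63.8% and 62.8% in activated T_FH_ cells and 56.2% and 55.5% in T_FR_ cells. In the *Sostdc1* cluster it was 64.6% ± 7.53 in WT and 51.1% ± 9.42 in 564Igi chimeras (two-sided exact permutation p = 0.0397, adjusted over 5 clusters 0.198). With single mice left out, that difference lay between -16.8 and -10.7 percentage points and had an exact p of 0.05 or more in 8 of 10 cases. In effector T_FH_ cells the share was 41.9% and 54.4%, and in interferon stimulated T_FH_ cells 16.1% and 8.56%, with two-sided exact permutation p values of 0.365 (4 WT and 5 564Igi mice) and 0.343 (4 mice each). Central memory T_FH_ cells were not compared, because fewer than 3 564Igi mice had 20 matched cells.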

Clonotypes were largely restricted to individual clusters, and NMDS analysis revealed that central memory T_FH_ cells were the most clonotypically distinct subset (Supplementary Fig. 3). 

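In each mouse, 49.3% ± 4.18 (SD, n = 10 mice) of the clonotypes with at least 2 cells had all their cells in 1 cluster. Shuffling the cluster names among the cells of a mouse gave 19.6%, and every mouse lay above all of its 1000 shuffles (mean excess 29.7 percentage points, two-sided exact sign-flip permutation p = 0.00195, the smallest that 10 mice allow). For clonotypes of at least 5 cells the share was 24.5% against 0.995% after shuffling, and for at least 10 cells it was 12.5% against 0.0133%, above every shuffle in 9 of 10 mice. Overlap between clusters within a mouse was measured by the Morisita-Horn index, which is 0 without shared clonotypes and 1 for identical composition. The mean index between central memory T_FH_ cells and any other cluster was at most 0.0105.

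**Figure D3:**
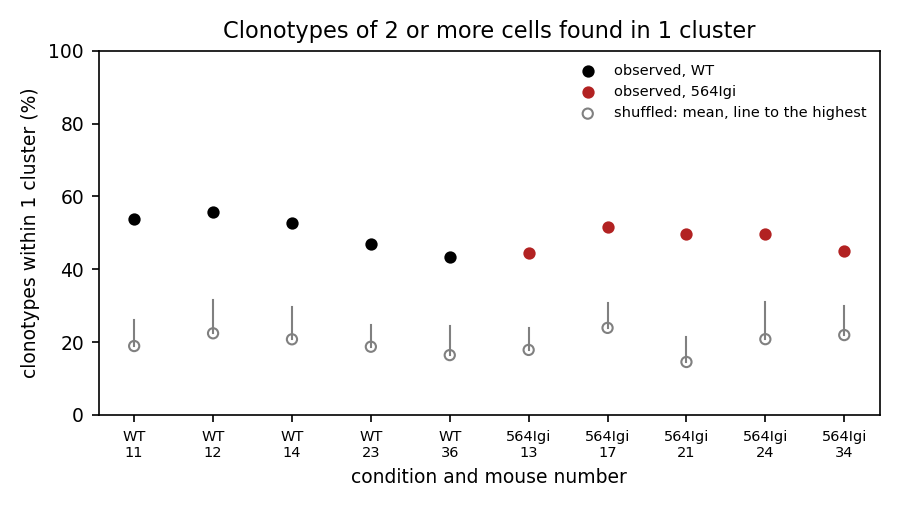
Percent of a mouse's clonotypes with at least 2 cells that lie in 1 cluster, as found and after shuffling the cluster names, for 10 mice. The found share averages 49.3% and the shuffled share 19.6%.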

When clonotypes were shared amongst follicular T cell clusters they nearly always belonged to one predominant cluster, with the notable exception of clonotype sharing between activated and *Sostdc1*^*+*^ T_FH_ cells (Supplementary Fig. 3). These findings suggest that in addition to their transcriptional differences, the follicular T cell clusters we identified by scRNA-seq are also clonotypically distinct. 

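The index was highest for activated and *Sostdc1* T_FH_ cells, 0.563 ± 0.144 (SD, n = 10 mice, from 0.366 to 0.771). Activated T_FH_ and T_FR_ cells had an index of 0.179 ± 0.0555. In number, 664 clonotypes had cells in both the activated T_FH_ and T_FR_ clusters and 613 in both the activated and *Sostdc1* clusters. Among clonotypes found in several clusters, the median share of cells in the leading cluster was between 57.1% and 66.7% per mouse. For clonotypes of few cells this share is bounded from above, since a single cell in another cluster is a large part of them. No minimum size was set, so the median does not show how large clonotypes are divided.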

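In random draws of 2047 cells from each mouse, 1092 ± 234 clonotypes (SD, n = 5) were seen in WT and 1008 ± 64.4 (SD, n = 5) in 564Igi chimeras (two-sided exact permutation p = 0.468). Within clusters, draws of 470 activated T_FH_ cells held 258 and 279 clonotypes and draws of 326 T_FR_ cells differed by -3.77 clonotypes in 564Igi chimeras (two-sided exact permutation p = 0.302 and 0.770). Draws of 78 *Sostdc1* T_FH_ cells held 49.3 ± 4.29 clonotypes in WT and 59.6 ± 3.97 in 564Igi chimeras, with no overlap between mice (two-sided exact permutation p = 0.00794, adjusted over 5 clusters 0.0397). That difference lay between 8.85 and 11.8 clonotypes with each mouse left out. Draws of 21 effector T_FH_ cells held 15.4 and 15.0 clonotypes, and draws of 20 interferon stimulated T_FH_ cells 18.9 and 19.5, for 4 WT mice and for 5 and 4 564Igi mice (two-sided exact permutation p = 0.865 and 0.257).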

We performed rarefaction analysis to quantify diversity within each cluster of follicular T cells (Fig. 3i), observing similar levels of clonality between autoimmune and non-autoimmune chimera follicular T cells. Together, these data suggest that follicular T cells do not have altered levels of expansion or clonality in autoimmune chimeras.

To investigate the transcriptomic differences associated with expanded clonotypes, we paired gene expression data with clonotype identity from individual cells using cell barcodes. 

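Cell barcodes joined the RNA and TCR tables for 11073 WT cells (74.0% of RNA cells) and 10332 564Igi cells (78.1%). Per mouse, the matched share was 75.5% ± 16.6 (SD, n = 5) in WT, from 48.0% to 89.0%, and 78.8% ± 12.9 (SD, n = 5) in 564Igi chimeras, from 56.5% to 89.3%.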

From our filtered populations of scRNA-seq barcodes, 10,478 cells (78%) from autoimmune chimeras and 11,267 cells (74%) from WT chimeras had matching full-length and productive sequences for both TCRα and TCRβ chains. Mapping clone size onto UMAP visualization of gene expression data revealed differential distributions of clonotype expansion amongst transcriptomic space in autoimmune mice (Fig. 4a), although this was largely due to the largest clones and not generalizable amongst individual chimeras (Supplementary Fig. 4). Comparison of clonotype sizes amongst autoimmune or non-autoimmune chimeras confirmed limited clonotype sharing between chimeras and allowed us to identify clonotypes preferentially expanded in autoimmune or non-autoimmune chimeras (Fig. 4b). 

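Clonotypes with more than 10 cells and an absolute log2 ratio of clone sizes between conditions above 3 numbered 226 for WT and 190 for 564Igi chimeras, where a size of 0 was set to 1 as in the paper's plot. They covered 4182 WT and 3299 564Igi cells of the RNA data. In all, 227 WT and 191 564Igi clonotypes had more than 10 cells in their condition.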

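The CDR3β of expanded clonotypes was compared with that of the other clonotypes of the same condition, in cells with 1 α and 1 β sequence. In WT chimeras it averaged 14.2 ± 1.17 amino acids (SD, n = 212 clonotypes) against 13.8 ± 1.39, longer by 0.364 (two-sided permutation test, 100000 resamples, p = 0.00017), and 0 of 5 mice had shorter CDR3β among expanded clonotypes. In 564Igi chimeras it averaged 13.9 ± 1.25 (SD, n = 178) against 13.9 ± 1.38, a difference of 0.0421 (two-sided permutation p = 0.702), and 2 of 5 mice had shorter ones. Expanded 564Igi clonotypes were shorter than expanded WT clonotypes by a mean difference of -0.230 (two-sided permutation p = 0.0645). Averaged within each mouse first, the lengths were between 14.1 and 14.3 in the WT and between 13.8 and 14.5 in the 564Igi chimeras (n = 5 each, two-sided exact permutation p = 0.357). These values depended on the limit. With more than 5 cells required, the log2 ratio above 3 set the effective limit, and smaller clonotypes stayed among the others. More than 4 cells gave the same counts, 281 WT and 257 564Igi clonotypes. Expanded WT clonotypes were then longer than the others by 0.189 (two-sided permutation p = 0.0303). The difference between expanded clonotypes of the conditions was then -0.0657 (two-sided permutation p = 0.564). With more than 20 cells required, these values were 0.338 and -0.282 (two-sided permutation p = 0.0247 and 0.158). The 564Igi difference from other clonotypes then changed sign to -0.0320 (two-sided permutation p = 0.855).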

We observed unique CDR3 motifs and a preference for shorter CDR3β sequences (Supplementary Fig. 4) amongst clonotypes preferentially expanded in autoimmune chimeras. Clone size comparison between T_FR_ and T_FH_ clusters confirmed limited clonotype sharing between follicular T cell subsets, as well as differences in CDR3 motifs and length amongst clonotypes preferentially enriched in each cluster (Supplementary Fig. 4). These data suggest that although differences in CDR3 structure were not appreciated at the repertoire level, physical differences are apparent amongst condition or cluster-enriched clonotypes. 

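In cells of expanded clonotypes, limma called 1 of 9922 genes, *Gm42031*, with a log2 fold change of 1.83 (standard error 0.14, adjusted p = 3.94e-07), and 373 genes had an unadjusted p under 0.05. Its log2 level was 0.57 in WT and 2.40 in 564Igi chimeras (n = 5 mice each), and the mice did not overlap. *Id3* changed by -0.30 and *Itgb1* by -0.17 on the log2 scale, and neither was called. Counting each clonotype once in place of each cell, 2 genes were called, and without 564Igi mouse 34 also 2.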

Differential expression analysis of expanded clonotypes revealed similar transcriptional differences as seen amongst all follicular T cells, including increased expression of *Gm42031* and decreased expression of *Id3* and *Itgb1* amongst clonotypes expanded in autoimmune chimeras (Fig. 4c, d). These data indicate that expanded clonotypes are transcriptionally distinct in autoimmune chimeras.

**Fig. 4:**
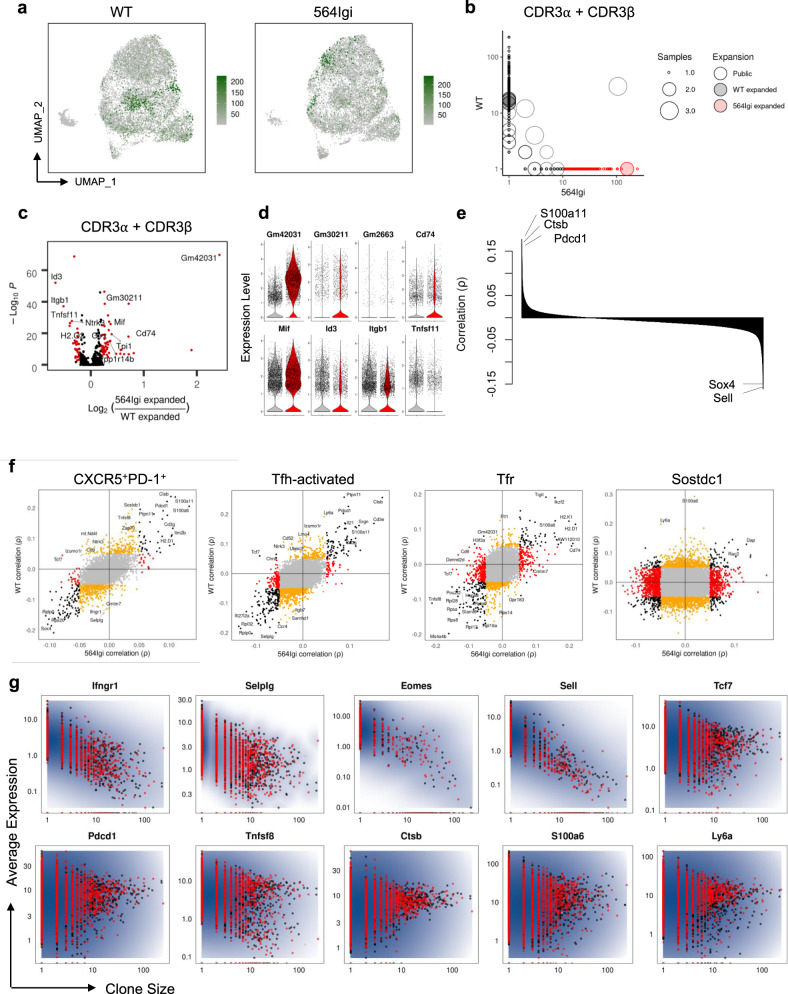
Distinct genes are associated with clonal expansion in autoimmune follicular T cells. **a** Clone size mapped onto UMAP visualization of transcriptomic data of individual follicular T cells from WT (left) or mixed 564Igi (right) mice. Clonotypes are defined by paired full length TCRα and TCRβ sequences and clone sizes are number of individual cells within a given clonotype. **b** Scatter plot comparing clone size between WT and mixed 564Igi chimeras. Clonotypes are colored according to preferential expansion (absolute log_2_FC > 3 and clone size >10) in WT (black) or mixed 564Igi (red) chimeras and sized according to number of samples in which the given clonotype is observed. **c** Volcano plots of differentially expressed genes between cells belonging to clonotypes preferentially expanded in mixed 564Igi versus WT chimeras indicated in (**b**). Adjusted *P*-value <0.01 and log_2_FC > 0.2 shown in red. Differential expression computed by MAST and adjusted for multiple comparison based on Bonferroni correction. **d** Expression of indicated genes in cells belonging to preferentially expanded clonotypes in WT (gray) or mixed 564Igi (red) chimeras. **e** Rank order plot of Spearman’s correlation coefficients of each gene with clone size across all cells. **f** Scatter plots comparing correlation coefficients of each gene with clone size between WT and mixed 564Igi chimeras within assigned clusters. Correlation coefficients >0.05 are indicated in black (correlated in both conditions), red (correlated in mixed 564Igi chimeras only), or red (correlated in WT chimeras only). **g** Average expression of indicated gene amongst all cells belonging to individual clonotypes versus clone size. Clonotype color indicates sample condition (black, WT; red, 564Igi).

We next asked whether clonal expansion itself is associated with differential gene expression. Using clone sizes determined from scTCR-seq, we correlated expression of each gene with clone size across all follicular T cells (Fig. 4e), observing known genes positively associated with clonal expansion such as *Pdcd1* (ρ = 0.17, *P* = 2.41 × 10^−126^ by Spearman) and negatively associated with clonal expansion such as *Sell* (ρ = −0.16, *P* = 1.78 × 10^−122^ by Spearman). 

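Spearman's rho between expression and clone size was computed over the cells of each mouse, because cells of a clonotype are not independent. For *Pdcd1* the mean was 0.153 ± 0.0661 (SD, n = 10 mice), positive in 10 of 10 mice (two-sided exact sign-flip permutation p = 0.00195, the smallest that 10 mice allow). Pooled over 21405 cells, rho was 0.164, given without a p. With clonotype means in place of cells, mean rho was 0.0903. With 1 random cell of each clonotype, an alternative chosen after seeing the data, it was 0.0860.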

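In activated T_FH_ cells, rho of *Foxp3* with clone size was -0.103 ± 0.0599 (SD, n = 10 mice), positive in 1 of 10 mice (two-sided exact sign-flip permutation p = 0.00391). In T_FR_ cells, rho was 0.0922 ± 0.0634 for *Ikzf2* and 0.103 ± 0.0807 for *Tigit*, each positive in 9 of 10 mice (two-sided exact sign-flip permutation p = 0.00391 for *Ikzf2* and 0.00781 for *Tigit*). These values depended on the unit. With clonotype means in place of cells, mean rho was 0.0639 for *Foxp3*, with the sign changed and positive in 8 of 10 mice (two-sided exact sign-flip permutation p = 0.00977), -0.0318 for *Ikzf2* and 0.0142 for *Tigit* (p = 0.172 and 0.564). With 1 random cell of each clonotype it was -0.0293, -0.0101 and 0.0232 (p = 0.0938 for *Foxp3*, 0.291 for *Tigit* and larger for *Ikzf2*), and without each mouse's largest clonotype -0.106, 0.0946 and 0.118 (p = 0.00195, 0.00391 and 0.00586). These alternatives were chosen after seeing the data. *Foxp3* was found in 7.20% of activated T_FH_ cells, and a mean over more cells is less often without any transcript. Clonotype means of such a gene can rise with clone size by construction. The sign change of *Foxp3* therefore decides nothing about its direction. Over cells, the *Tigit* rho was 0.157 in WT and 0.0494 in 564Igi chimeras, a difference of -0.108 (two-sided exact permutation p = 0.0238, adjusted over 7 genes 0.0417).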

Individual clusters had unique patterns of gene expression correlation with clonal expansion, such as negative association between *Foxp3* expression and activated T_FH_ clone size, and positive associations between *Ikzf2* and *Tigit* expression and T_FR_ clone size (Supplementary Fig. 4). Patterns of gene expression and clonal expansion correlation were largely similar between autoimmune and non-autoimmune chimera follicular T cells (Fig. 4f), with the notable exceptions of a greater negative correlation between *Selplg* and *Ifngr* expression and clone size in non-autoimmune follicular T cells, and a positive correlation between *Tcf7* expression and non-autoimmune follicular T cell clone size despite a negative correlation between *Tcf7* expression and autoimmune follicular T cell clone size (Fig. 4g). 

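Over all matched cells, mean rho of *Tcf7* with clone size was 0.0504 ± 0.0408 (SD, n = 5 mice) in WT and -0.0648 ± 0.0707 (SD, n = 5) in 564Igi chimeras, a difference of -0.115 (two-sided exact permutation p = 0.0238, adjusted over 7 genes 0.0417). For *Ifngr1* rho was -0.115 ± 0.0522 and -0.0174 ± 0.0477 (two-sided exact permutation p = 0.0159, adjusted 0.0417). For *Selplg* it was -0.120 ± 0.0700 and -0.0292 ± 0.0485, a difference of 0.0910 that did not pass (two-sided exact permutation p = 0.0556, adjusted 0.0556). The differences shrank when large clonotypes carried no extra weight. With clonotype means they were -0.0259 for *Tcf7* and 0.0389 for *Ifngr1* (two-sided exact permutation p = 0.302 and 0.222), and rho of *Ifngr1* was positive in both conditions, at 0.129 and 0.167. With 1 random cell of each clonotype, an alternative chosen after seeing the data, rho of *Ifngr1* was negative in both, at -0.0542 and -0.0391. Without each mouse's largest clonotype the differences were -0.108 and 0.0846 (two-sided exact permutation p = 0.0238 and 0.0714).

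**Figure D4:**
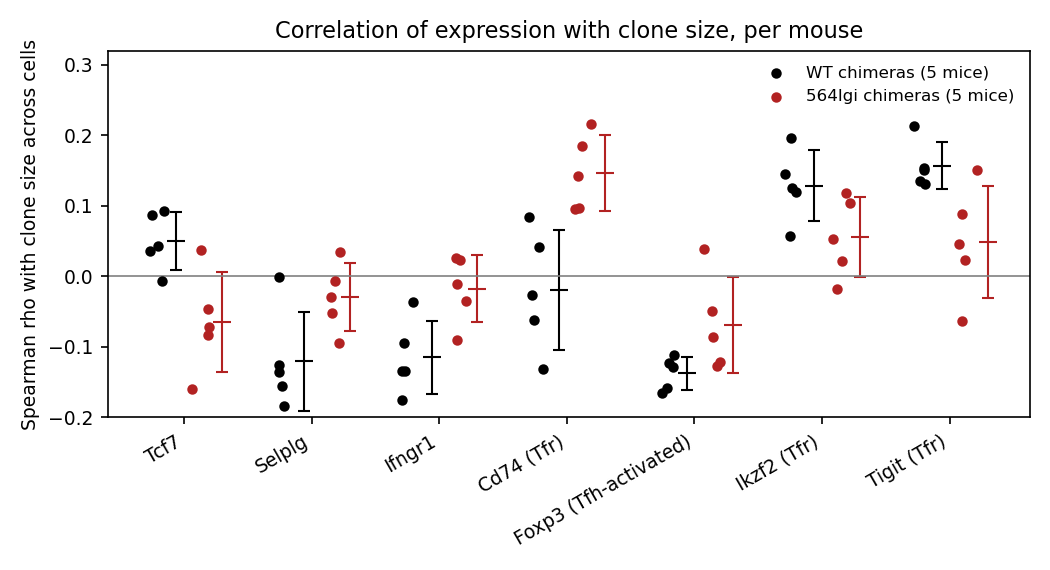
Spearman's rho with clone size per mouse for the 7 genes compared between conditions, in all matched cells or in the cluster named, for 5 WT and 5 564Igi chimeras; points are mice and bars show mean and SD. *Tcf7* averages 0.0504 in WT and -0.0648 in 564Igi chimeras.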

Amongst T_FR_ cells, *Cd74* was strongly associated with clonal expansion only in autoimmune chimeras (Fig. 4f). These findings indicate that although transcriptional changes associated with clonal expansion are largely conserved, there is a subset of genes that are distinctly positively or negatively correlated with clonal expansion in autoimmune follicular T cells.

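Mean rho of *Cd74* with T_FR_ clone size was -0.0187 ± 0.0849 (SD, n = 5 mice) in WT and 0.147 ± 0.0537 (SD, n = 5) in 564Igi chimeras, where all 5 mice lay above every WT mouse (two-sided exact permutation p = 0.00794, adjusted over 7 genes 0.0417). With clonotype means in place of cells the difference fell from 0.166 to 0.0381 (two-sided exact permutation p = 0.413), and without each mouse's largest clonotype it was 0.150 (two-sided exact permutation p = 0.0159). *Cd74* is on chromosome 18 (ENSMUSG00000024610.15, 60803848 to 60812652) and was found in 29.1% ± 6.32 of WT and 30.8% ± 5.55 of 564Igi cells.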

### Predicted specificity of autoimmune follicular T cells

To probe the antigen specificity of unknown TCRs, we applied the grouping of lymphocyte interactions by paratope hotspots (GLIPH2) algorithm^14^ to our scTCR-seq data. GLIPH2 is capable of efficiently analyzing millions of CDR3 sequences and grouping them according to their predicted antigen specificity based on local motifs and global similarity (Fig. 5a). From our input of 18,517 unique clonotypes and a mouse CD4 reference dataset, GLIPH2 clustered 14,964 (81%) unique clonotypes into 6,177 specificity groups (Supplementary Data 3). To ensure high fidelity of antigen prediction, we filtered for specificity groups with at least four unique clonotypes from at least three samples with significant V-gene bias (*P* < 0.05 by GLIPH2) and significant final score (*P* < 1 × 10^−5^ by GLIPH2), leaving 159 specificity groups representing 1,349 unique clonotypes. These specificity groups were cross-referenced against our scRNA-seq and scTCR-seq datasets based on clonotype CDR3αβ sequences, allowing us to predict the specificity of 988 cells (7.4%) from autoimmune chimeras and 1,291 cells (8.5%) from non-autoimmune chimeras.

**Fig. 5:**
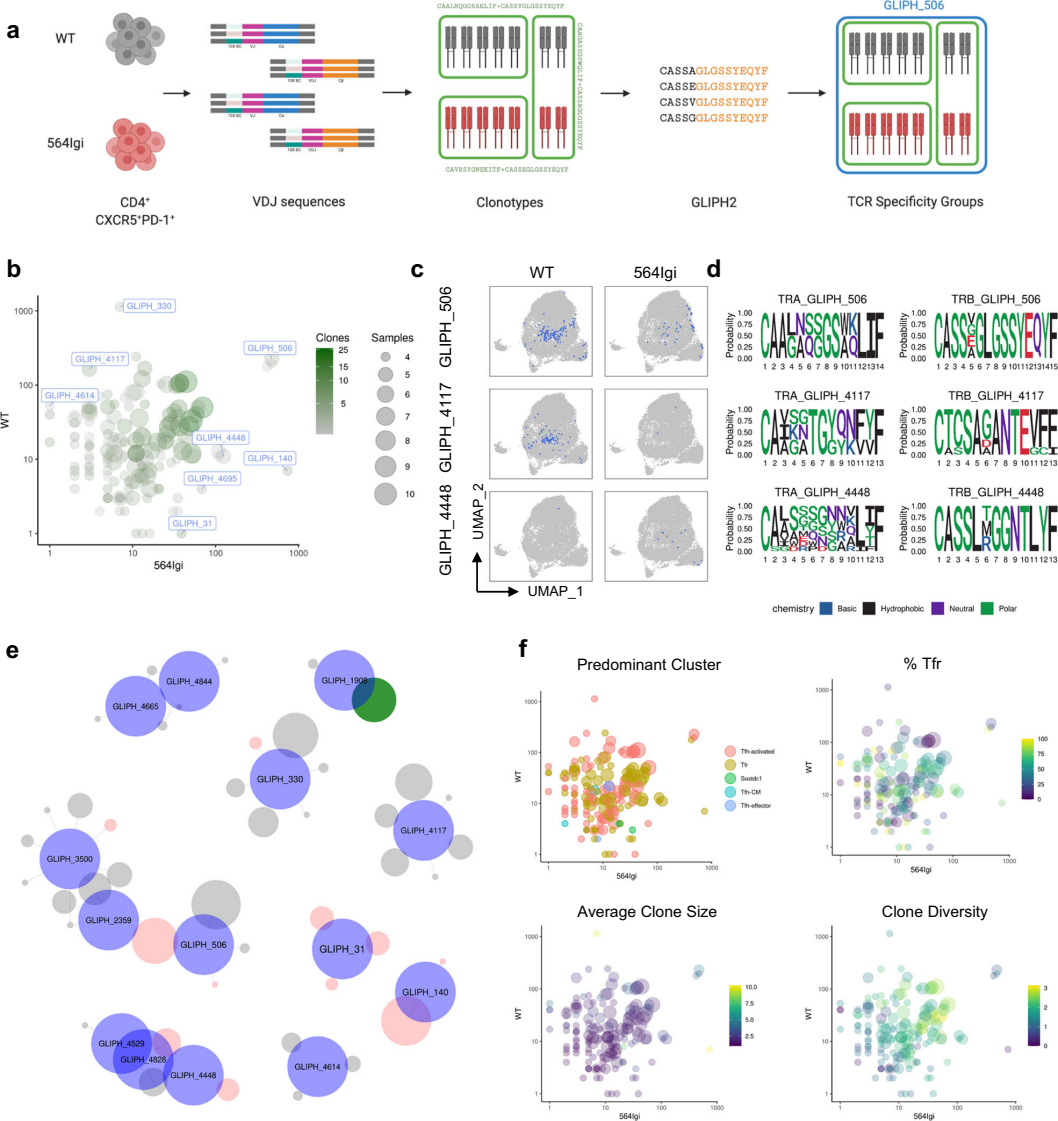
GLIPH prediction of TCR specificity shows convergence toward shared specificities in autoimmune and non-autoimmune follicular T cells. **a** Schematic of computational pipeline to assign clonotype groups from scRNA-seq data, followed by assigning clonotypes to TCR specificity groups using the GLIPH2 algorithm. **b** Scatter plot comparing specificity group size between WT and mixed 564Igi chimeras. Specificity groups are colored according to the number of unique clonotypes that belong to a given specificity group and sized according to number of samples in which the given specificity group is observed. Select specificity groups are labeled with their arbitrary name in blue. **c** Mappings of indicated specificity groups onto UMAP visualization of transcriptomic data from WT (left) or mixed 564Igi (right) chimeras. **d** Motif analysis of 14 amino acid long CDR3s of TCRα (left) and TCRβ (right) chains of all cells belonging to indicated specificity group. **e** Unweighted network analysis of clonotype assignment to indicated specificity groups. Specificity groups are depicted as blue circles, clonotypes are colored according to condition (black, WT; red, 564Igi; green, both) and sized according to number of cells belonging to given clonotype. **f** Scatter plot comparing TCR specificity group size between WT and mixed 564Igi chimeras and colored according to most prevalent cluster amongst cells belonging to given specificity group (top left), percentage of cells within given specificity group assigned to the T_FR_ cluster (top right), geometric mean of clone sizes of clonotypes within given specificity group (bottom left), and Shannon diversity index of clonotype expansion within given specificity group (bottom right).

Specificity group membership size, determined by the total number of cells belonging to a given group, was uniformly distributed in UMAP space and between autoimmune and non-autoimmune chimeras (Supplementary Fig. 5). Surprisingly, comparison of specificity group sizes between autoimmune and non-autoimmune chimeras revealed most specificity groups were highly and equally expanded in autoimmune and non-autoimmune chimeras (Fig. 5b). Indeed, the largest specificity groups, such as GLIPH_506, were prevalent amongst both autoimmune and non-autoimmune follicular T cells (Fig. 5c). 

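The CDR3β sequences printed for GLIPH_506 in the paper's Fig. 5a have CASS, then A, E, V or G, then GLGSSYEQYF. GLIPH2 groups themselves were not analysed here, so cells were counted by these sequences alone. They were carried by 229 WT and 159 564Igi cells, in 5 of 10 mice. Their share of a mouse's cells was 1.47% ± 3.24 (SD, n = 5) in WT and 1.42% ± 2.80 (SD, n = 5) in 564Igi chimeras (two-sided exact permutation p = 0.881). WT mouse 12 carried 226 of the cells, all of 1 clonotype and 7.27% of its cells, and 564Igi mouse 24 carried 131, or 6.40% of its cells. Without WT mouse 12 the share was higher in 564Igi chimeras by 1.40 percentage points, and without 564Igi mouse 24 it changed by -1.29 (two-sided exact permutation p = 0.643 and 0.881). These mice decide the share of each condition.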

NMDS analysis was unable to distinguish autoimmune and non-autoimmune chimeras based on specificity group distributions amongst individual chimeras (Supplementary Fig. 5), reflecting the degree of antigen specificity convergence amongst follicular T cells. These findings suggest that most follicular T cells share antigen specificities in autoimmune and non-autoimmune chimeras. Specificity groups were also highly concordant between T_FR_ and T_FH_ clusters, and the specificity groups included clonotypes from distinct clusters with few specificity groups observed in only one cluster (Supplementary Fig. 5). These results suggest that although T_FR_ and T_FH_ cells might be clonotypically distinct, they are likely capable of binding similar antigens.

Despite the prevalence of specificity groups sharing between autoimmune and non-autoimmune chimeras, some specificity groups were preferentially expanded in a given condition, such as GLIPH_4117 and GLIPH_4448 (Fig. 5b, c). CDR3 motif analysis identified unique motifs in both shared and condition-specific specificity groups (Fig. 5d) that are predicted to be contact residues by antigen-specific paratope convergence^15^. To better understand the clonotypic composition and relationships between these shared and condition-specific specificity groups, we performed unweighted network analysis of the largest specificity groups and specificity groups preferentially expanded in autoimmune or non-autoimmune chimeras (Fig. 5e). Public specificity groups (absolute log_2_FC < 2.5) were often polyclonal with limited clonotype sharing amongst specificity groups. In contrast, condition-specific specificity (absolute log_2_FC > 2.5) groups were pauciclonal, sharing clonotypes with public specificity groups but not with each other (Fig. 5b, e). These findings suggest that non-shared specificity groups represent pauciclonal responses that might display limited cross-reactivity with the dominant antigen-specificities observed amongst most follicular T cells. To test this hypothesis, we labeled specificity groups based on preferential expansion (absolute log_2_FC > 2.5 and total size >10) to identify condition-specific specificities (Supplementary Fig. 5). Condition-specific specificity groups had greater average clone sizes compared to shared specificity groups (Fig. 5f), consistent with pauciclonal expansion in condition-specific but not shared specificity groups. Interestingly, pairing GLIPH analysis with scRNA-seq cluster determination revealed that autoimmune-specific specificity groups consisted of a greater proportion of T_FR_ cells than non-autoimmune-specific specificity groups (Fig. 5f). Rarefaction analysis of all specificity groups within individual clusters revealed similar levels of diversity between autoimmune and non-autoimmune chimera follicular T cells (Supplementary Fig. 5), reinforcing our earlier finding that follicular T cells do not have altered levels of expansion or clonality in autoimmune chimeras. Together these results suggest that most of the follicular T cell repertoire is unexpanded yet shares antigen reactivities, but in autoimmune or non-autoimmune conditions a subset of the repertoire participates in similar degrees of pauciclonal expansion to react to unique antigens.

### Follicular T cell specificity groups are transcriptionally distinct

Given the phenotypic differences observed between shared and condition-specific specificity groups, we next asked whether specificity groups are transcriptionally distinct in autoimmune disease. Differential expression analysis of condition-specific specificity groups (Fig. 6a) revealed increased expression of *Rln3, Itgb7*, and *Gm42031* and decreased expression of *Tcf7, Nsg2*, and *Asap1* in cells belonging to specificity groups preferentially expanded in autoimmune chimeras (Fig. 6b, c). Gene ontology analysis demonstrated the importance of these genes in lymphocyte differentiation, activation, and adhesion (Fig. 6d), suggesting that cells undergoing pauciclonal expansion in autoimmune chimeras towards shared antigens increase expression of genes related to germinal center trafficking and entry. Biological theme comparison between shared and non-shared specificity groups (Fig. 6e) revealed an association between non-autoimmune enriched specificity groups and naïve (GSE20366) gene sets, whereas autoimmune enriched specificity groups were associated with the interferon gamma response (M5913). To pair these gene expression profiles with antigen specificity, the average expression of all genes amongst all cells within each individual specificity group was used to calculate a module score for lymphocyte differentiation (GO:0030098) and T cell activation (GO:0042110). Comparison of specificity group size between autoimmune and non-autoimmune mice coupled with module scores or gene expression confirmed that cells belonging to specificity groups enriched in autoimmune chimeras increase expression of differentiation genes and *Itgb7*, whereas cells belonging to shared specificity groups decrease expression of differentiation genes (Fig. 6f).

**Fig. 6:**
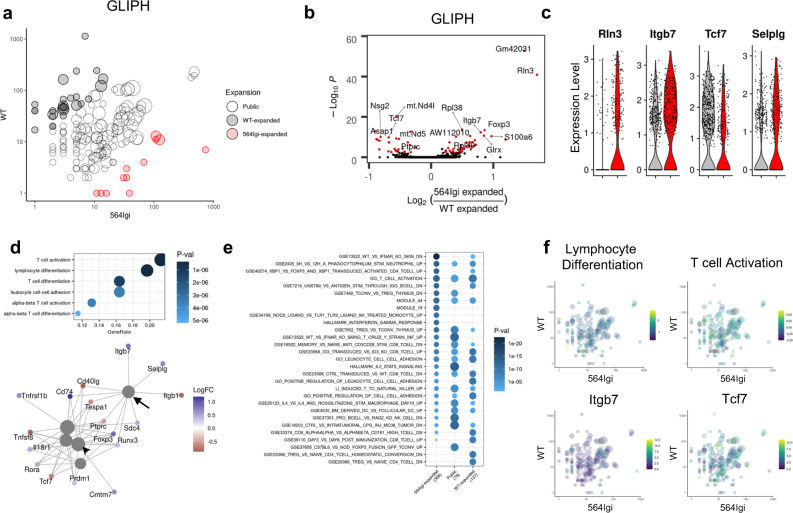
TCR specificities enriched in autoimmune disease are transcriptionally distinct. **a** Scatter plot comparing specificity group size between WT and mixed 564Igi chimeras. Specificity groups are colored according to preferential expansion (absolute log_2_FC > 2.5 and total size >10) in WT (black) or mixed 564Igi (red) chimeras and sized according to number of samples in which the given clonotype is observed. **b** Volcano plots of differentially expressed genes between cells belonging to preferentially expanded specificity groups in mixed 564Igi versus WT chimeras indicated in (**a**). Adjusted *P*-value <0.01 and log_2_FC > 0.2 shown in red. Differential expression computed by MAST and adjusted for multiple comparison based on Bonferroni correction. **c** Violin plots of expression of indicated genes in cells belonging to preferentially expanded specificity groups in WT (gray) or mixed 564Igi (red) chimeras. **d** Gene ontology analysis (top) and network plot (bottom) of differentially expressed genes between cells belonging to preferentially expanded specificity groups in mixed 564Igi versus WT chimeras indicated in (**a**). Top; size represents gene ratio and color represents *P*-value. Bottom; gray circles represent gene sets and colored dots represent genes colored by log_2_FC in mixed 564Igi compared to WT chimera follicular T cells. Arrow identifies leukocyte cell–cell adhesion module (GO:0007159) and arrowhead identifies lymphocyte differentiation module (GO:0030098). *P*-value computed by gene ontology enrichment analysis and adjusted for multiple comparisons using Benjamini–Hochberg procedure. **e** Biological theme comparison of annotated gene sets between cells belonging to specificity groups without a condition preference (public) or preferentially expanded in WT (black) or mixed 564Igi (red) chimeras. Size represents gene ratio and color represents *P*-value. *P*-value computed by gene ontology enrichment analysis and adjusted for multiple comparisons using Benjamini–Hochberg procedure. **f** Scatter plot comparing specificity group size between WT and mixed 564Igi chimeras and colored according to lymphocyte differentiation module score (GO:0030098, top left), T cell activation module score (GO:0042110, top right), and average expression of *Itgb7* (bottom left) and *Tcf7* (bottom right). Module scores were calculated using average expression of all genes of cells belonging to each specificity group.

Differential expression of T cell activation and adhesion related genes between autoimmune and non-autoimmune specificity groups led us to hypothesize that follicular T cells with autoimmune enriched specificities have altered germinal center entry and trafficking. Indeed, we observed a ~2.2-fold increase in PSGL-1^lo^CD62L^lo^ extrafollicular (EFO) CD4^+^ T cells in autoimmune chimeras (Supplementary Fig. 6). Increased expression of PD-1 amongst EFO CD4^+^ T cells in autoimmune chimeras (Supplementary Fig. 6) coupled with the positive association between *Selplg* expression and autoimmune enriched follicular T cell specificities (Fig. 6c) suggests that EFO CD4^+^ T cells bind shared rather than autoimmune enriched antigens. Together, these results suggest that follicular T cells undergoing pauciclonal expansion towards shared antigens modulate expression of germinal center trafficking genes in autoimmune disease.

As each specificity group consists of multiple clonotypes with varying levels of expansion (Supplementary Fig. 6), we next examined whether clonal expansion within specificity groups is associated with differential gene expression. Clonal expansion associated gene expression was markedly distinct between autoimmune and non-autoimmune enriched specificity groups (Supplementary Fig. 6), suggesting that expansion against different antigens can drive differential gene expression. Clonal expansion was associated with increased expression of *Malat1, Hcst*, and *Ptprc* amongst cells with specificities enriched in non-autoimmune chimeras despite a negative association amongst cells with specificities enriched in autoimmune chimeras (Fig. 6e). To test whether the differences we observed between cells belonging to autoimmune or non-autoimmune enriched specificity groups are recapitulated within a single specificity group, we examined GLIPH_506, one of the largest shared specificity groups between autoimmune and non-autoimmune chimeras (Supplementary Fig. 6). 

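Only WT mouse 12 and 564Igi mouse 24 had at least 20 cells with RNA and one of the 4 CDR3β sequences of GLIPH_506, with 128 and 37 cells of 1 clonotype each. These are 1 mouse per condition, so no test is possible. Mean log2 levels in these cells were 0.54 and 2.71 for *Gm42031*, and 1.20 and 1.27 for *Cd4*. In the other cells of the same mice they were 0.49 and 2.59 for *Gm42031*, and 0.91 and 1.05 for *Cd4*.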

Follicular T cells belonging to this specificity group from autoimmune chimeras expressed increased cytotoxic effector genes and *Gm42031* and *Stat1*, and decreased *Cd4* (Supplementary Fig. 6). These findings suggest that even amongst follicular T cells with identical predicted specificities, autoimmunity results in differential gene expression.

### Machine learning predicts follicular T cell reactivities

To reveal the antigen specificity of unknown TCR sequences, we queried the VDJdb^16^, PIRD^17^, and McPAS-TCR^18^ databases of known CDR3β specificities. We compiled all three databases to create a single reference database consisting of 99,809 unique CDR3β sequences with annotated specificities for 469 antigens and 482 peptides from 105 different diseases or experiments (Supplementary Data 4). This database was first used to search for matching CDR3β sequences between known TCR specificities and our scTCR-seq data. Amongst the 13,232 unique CDR3β sequences identified from follicular T cells, 296 (2.23%) matched CDR3β sequences present in our annotated reference database with a collective specificity for 61 unique peptides (Supplementary Fig. 7). 

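In the deposited table, cells with 1 α and 1 β sequence carried 10667 distinct CDR3β and 8936 distinct CDR3α sequences. The chain of a CDR3 was read from contigs with a constant region and, for 1974 of 20780 distinct sequences, from its last residues, and 98 sequences were left without a chain. Matches to the antigen databases were not analysed here.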

Successfully annotated CDR3β sequences represented both public and private CDR3β sequences amongst autoimmune and non-autoimmune chimeras, although the most expanded CDR3β clones were not matched (Supplementary Fig. 7). The annotated peptides associated with known CDR3β sequences preferentially expanded in each condition were used to create a positional-weighted matrix (PWM) of amino acid preference scored by clone size and fold-enrichment within a given condition (Supplementary Fig. 7). To predict novel peptide specificities, we used these PWMs to perform profile-based scoring of the mouse proteome using a 9-mer sliding profile-based search. Our profile-based search of the mouse proteome yielded 1,071 unique peptides from 1,176 unique antigens using the non-autoimmune PWM and 47,636 unique peptides from 16,970 unique antigens using the autoimmune PWM (Supplementary Fig. 7). Notably, candidate antigens for non-autoimmune follicular T cells were nearly entirely shared with autoimmune follicular T cells.

To extend our antigen prediction methodology to computational specificity group predictions, GLIPH2 clustered 19,290 (19%) unique CDR3β sequences from our reference database of known antigen specificities into 13,695 specificity groups. CDR3β local-motif patterns identified by GLIPH2 were cross-referenced to annotate our follicular T cell specificity groups with predicted antigen specificities extracted from reference databases (Fig. 7a). Database annotation succeeded in predicting antigen specificities for 39/159 (25%) of follicular T cell specificity groups, predicting autoimmune, parasite, cancer, or viral related antigen reactivity amongst specificity groups shared between autoimmune and non-autoimmune chimeras, and viral antigen reactivity amongst non-autoimmune enriched specificity groups (Fig. 7b). Specificity groups with predicted reactivity for autoimmune related antigens consisted of clonotypes identified from both autoimmune and non-autoimmune chimeras (Fig. 7b), possibly reflecting that even in non-autoimmune chimeras follicular T cells are capable of binding self-antigens. Annotation of UMAP visualization with antigen and peptide predictions revealed both local (FIDCYLLAI) and widespread (NLVPMVATV) distributions of predicted antigen-specific cells in transcriptional space (Fig. 7c). Together these data suggest that autoimmune and non-autoimmune follicular T cells both share reactivities against known foreign and self-antigens, as well as have condition-specific antigen enrichment.

**Fig. 7:**
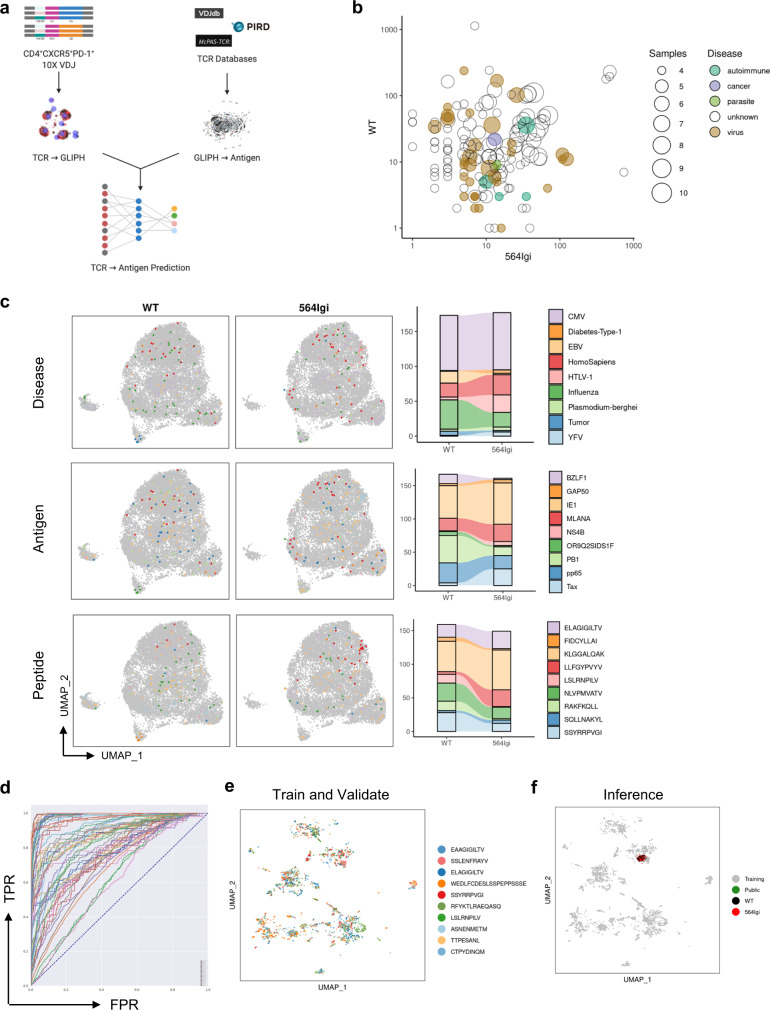
CDR3β database and machine learning-based peptide prediction indicate similar reactivities in autoimmune and non-autoimmune follicular T cells. **a** Schematic of computational approach to predict antigen specificity by performing GLIPH analysis on TCR databases of annotated CDR3 sequences (VDJdb, PIRD, McPAS-TCR), followed by matching follicular T cell clonotypes identified by scRNA-seq to annotated specificity groups via shared CDR3β sequences. **b** Scatter plot comparing specificity group size between WT and mixed 564Igi chimeras and colored according to disease class of predicted antigen. Size of specificity groups represents number of samples in which the given specificity group is observed. **c** Mapping of predicted disease category (top), antigen (middle), or peptide (bottom) onto UMAP visualization of transcriptomic data from WT or mixed 564Igichimeras (left) and stacked bar graph of number of cells belonging to each prediction between WT and mixed 564Igi chimeras (right). Only the nine most frequent antigens and peptides are labeled on right. **d** Receiver operator curve to assess ability of a supervised CDR3β sequence Monte-Carlo cross-validation algorithm to classify TCR specificity using annotated TCR databases for training. Classification performance assessed by area under the curve (AUC). **e** UMAP visualization of variable autoencoder based supervised CDR3β sequence featurization of annotated clonotypes from TCR databases following training and validation by a Monte-Carlo cross-validation algorithm. Clonotypes are colored according to annotated peptide (ground truth) and only peptides with AUC > 0.9 were included. Ten most common peptides are labeled on right. **f** Superimposition of supervised classification algorithm from (**e**) applied to CDR3β sequences from scRNA-seq data onto UMAP visualization of peptide specificities from the training and validation datasets. Clonotypes are colored according to condition (green, both; black, WT; red, 564Igi).

To validate these GLIPH2-based findings, we designed a machine learning approach to predict antigen specificities. Peptides with known binding to at least 100 unique CDR3β sequences from our reference database were used for VAE-based featurization and supervised deep learning using DeepTCR^13^. TCR specificity classification was trained and validated using a Monte-Carlo cross-validation algorithm provided with the CDR3β sequences and VDJ gene usage of 53,274 unique clonotypes representing 57 unique peptides, achieving an average AUC of 0.86 (Fig. 7d). Visualization of VAE-encoded feature space demonstrated the ability to cluster peptides by unbiased hierarchy based on TCR featurization alone (Supplementary Fig. 7). Thus, supervised TCR classification can predict antigen specificity with high sensitivity and specificity. UMAP visualization of clonotype featurization of both training and validation sets confirmed separation of peptide-specific clonotypes in feature-space (Fig. 7e). This machine learning algorithm was then applied to our unknown follicular T cell clonotypes, allowing us to represent each clonotype in our supervised classification feature-space. Clonotypes from autoimmune and non-autoimmune follicular T cells clustered together (Fig. 7f), reinforcing GLIPH2-based prediction of shared antigen specificities amongst autoimmune and non-autoimmune follicular T cells. Notably, follicular T cells from autoimmune and non-autoimmune chimeras clustered separately from any region in UMAP space annotated by our supervised classifier (Fig. 7f), suggesting that the set of possible antigens they respond to is less diverse compared to the annotated antigens present in our training dataset.

These computational methods provide a multipronged toolkit for antigen prediction from paired scRNA-seq and scTCR-seq data that together ultimately suggest that follicular T cells from both autoimmune chimeras and non-autoimmune chimeras are likely to respond to a similar set of antigens.

## Discussion

We have used paired scRNA-seq and scTCR-seq to observe that despite convergence toward shared predicted antigen specificities, follicular T cells from autoimmune and non-autoimmune chimeras remain transcriptionally distinct. We were able to identify known subsets of follicular T cells, such as T_FR_, activated T_FH_, and *Sostdc1*^+^ T_FH_ cells, as well as previously uncharacterized subsets, such as interferon-responsive T_FH_ cells. *Sostdc1*^+^ T_FH_ cells are a recently characterized subpopulation that appear to be involved in Wnt-mediated T_FR_ differentiation^19^. Patients with SLE, myasthenia gravis, Sjogren’s syndrome, and rheumatoid arthritis have increased numbers of T_FH_ cells^20–31^, and altered T_FR_ to T_FH_ cell ratios have been observed in mouse models of arthritis and patients with ankylosing spondylitis, Sjogren’s syndrome, myasthenia gravis, and multiple sclerosis^32–36^. Surprisingly we observed no changes in the relative proportion of T_FR_, activated T_FH_, or *Sostdc1*+ T_FH_ cells in our mixed autoimmune chimeras, although a central memory-like CD44^+^CD62L^+^ T_FH_ population was decreased. We show that this might be due to a relative increase in PSGL-1^lo^CD62L^lo^ extrafollicular CD4^+^ T cells, which others have also observed in mouse models of autoantibody-mediated disease^37–39^. Notably, the follicular T cells described here might also represent T_FH_ and T_FR_ cells that are not germinal center-experienced, such as circulating^40^, pre-follicular^41,42^, or extrafollicular^43^ T_FH_ cells. Functional differences within T_FR_, T_FH_, and *Sostdc1*^+^ T_FH_ cells, rather than differences in the relative frequencies of these subsets, are therefore likely responsible for the autoimmunity observed in our mixed chimera model of autoantibody-mediated disease.

Characterization of what makes a follicular T cell dysfunctional remains unclear. In our bone marrow chimera model, germinal center dysfunction can be induced by autoreactive B cells in an otherwise wild type environment, and this dysfunction begets further loss of tolerance and autoantibody development. We observed that T_FR_, T_FH_, and *Sostdc1*^+^ cells from autoimmune chimeras consistently express increased *Ly6a* and *Gm42031* and decreased *Id3* and *Lag3*. *Ly6a* is a type I interferon-responsive gene fundamental for hematopoietic progenitor homeostasis^44–48^, although its function on mature lymphocyte populations such as follicular T cells remains unclear. Upregulation of Sca-1 (protein name of *Ly6a*) on T and B cells is observed in the *Dnase1l3*^*−/−*^ model of type I IFN-driven autoantibody disease^39,49^, suggesting that type I IFN signaling might be mediating follicular T cell gene expression changes in our chimeric model of autoantibody-mediated disease. *Gm42031* is a long non-coding RNA (lncRNA) of unknown significance. LncRNAs are thought to modulate widespread but low-level gene expression patterns governed by transcriptional regulators by altering translation or serving as miRNA sponges^50–52^. Therefore, *Gm42031* might be responsible for enacting disparate and subtle phenotypic changes in follicular T cells, such as the alterations in glycolysis pathways we observed by gene ontology analysis and by others in the B6.*Sle1.Sle2.Sle3* model of autoantibody-mediated disease^53,54^. *Id3* is a helix-loop-helix (HLH) protein that is critical for Treg cell maintenance and T_FR_ maturation^55,56^, suggesting that T_FR_ developmental progression might be impaired in our chimeric model of autoantibody-mediated disease. We also observed differential associations between *Tcf7, Selplg*, and *Cd74* expression and clonal expansion in autoimmune and non-autoimmune chimeras, suggesting that T_FH_ differentiation, trafficking, and macrophage inhibitory factor (MIF) response are altered in an autoimmune environment^57–60^, respectively. These transcriptional differences might represent follicular T cell phenotypic changes that are permissive to the autoimmunity observed in our model, might be consequences of an already autoimmune environment, or might reflect differences in immune response kinetics between autoimmune and immunized mice. Future experiments are necessary to clarify these hypotheses and examine the functional consequences of these genes in follicular T cells. Understanding how an autoreactive B cell clone might induce these or other phenotypic changes in previously normal T_FH_ cells would reveal a fundamental step in the march towards loss of peripheral tolerance and autoantibody development.

In addition to transcriptional differences, T_FH_ cell dysfunction might be associated with changes in the TCR repertoire. Patients with mutations in *CD40LG* or that lack MHC class II expression have elevated levels of autoreactive B cells^61^, suggesting that CD40 and TCR signals serve as checkpoints to maintain peripheral B cell tolerance. B cell specific deletion of MHC class II in MRL/*lpr* mice decreased autoantibody production and T_FH_ cell number^62^. Recent studies using HEL3X bone marrow chimeras have demonstrated that clonal redemption of anergic autoreactive B cells requires high density membrane-bound foreign antigen for productive T cell collaboration, leading to rapid mutation away from self toward foreign reactivity^63^. Transgenic mouse models have demonstrated that autoreactive B cells can present self-antigen to T cells, breaking tolerance and amplifying autoantibody production independent of TLR adjuvanticity^64–66^. However, uncertainty exists over whether these CD4^+^ T cells represent T_FH_ cells or an extrafollicular T cell population^37,43,67^. Although we did not capture extrafollicular T cells in our single cell profiling, we use computational prediction to show that follicular T cells likely possess an autoreactive repertoire that can participate in these interactions. Recent studies have found that both T_FH_ and T_FR_ cells have remarkably diverse but non-overlapping repertoires, and that immunization did not significantly alter their clonality but rather resulted in non-specific T_FH_ bystander activation possibly due to TCR cross-reactivity^68^. These findings are consistent with our observation of infrequent clonotype sharing between clusters. We hypothesize that the surprising convergence we observed in predicted specificity groups between autoimmune and non-autoimmune mice reflects bystander activation due to the highly cross-reactive nature of the TCR^69,70^, particularly given the high diversity and small clone size observed in public specificity groups. It follows that just as dysfunctional T_FH_ cells might help autoreactive B cells overcome clonal anergy, autoreactive B cells might help autoreactive T_FH_ cells overcome T cell ignorance.

Whether the T_FH_ cells expanded in autoantibody-mediated diseases are autoreactive and share specificities with autoreactive B cells remains unknown. Although autoreactive CD4^+^ T cells have been identified in autoantibody-mediated disease and correlate with disease severity^71–76^, unbiased profiling of CD4^+^ T cell specificities in autoantibody-mediated disease has not been previously performed. Our observed convergence in predicted specificity might either reflect emergence of autoreactivity following irradiation and immunization with foreign antigen in the non-autoimmune chimeras, or bystander activation of non-autoreactive follicular T cells in the autoimmune chimeras^77–79^. Notably, interrogation of the minority of specificity groups enriched in either condition combined with computational antigen prediction identified possible foreign reactivities for non-autoimmune enriched groups only. Pairing gene expression data with specificity group prediction revealed that autoimmune enriched specificity groups modulate their expression of germinal center trafficking genes such as *Itgb7* and *Selplg*, and that cells within identical predicted antigen specificity groups had differential gene expression in autoimmune and non-autoimmune mice. Therefore, an autoreactive TCR might influence T cell trafficking, whereas an autoimmune environment might influence T cell gene expression independent of antigen specificity. Furthermore, our analyses do not address the likely varying affinities of the many clonotypes within individual specificity groups, which possibly contributes to or correlates with gene expression variability. Further validation and peptide binding profiling are necessary to confirm and discover the predicted autoreactivity and overall antigen-specificity of the candidate TCRs and specificity groups we have generated in silico.

Here we present substantial transcriptional and clonotypic differences in the follicular T cell compartment in a mouse model of autoantibody-mediated disease. Implication of potential targets such as lncRNAs, glycolysis, and germinal center trafficking highlights pathways to prioritize for future therapeutic consideration for B cell driven diseases. Identification of cellular processes responsible for T_FH_ cell dysfunction not only improves our understanding of autoimmune disease pathogenesis, but also establishes potential modulators of B cell anergy and clonal redemption that might be manipulated to optimize antibody responses to foreign antigens. While clearly involved in autoantibody-mediated disease, germinal center evolution is a fundamental feature of adaptive immunity that has the potential to impact the many other diseases impacted by insufficient or overactive germinal center responses, such as vaccine design, anti-HIV broadly neutralizing antibody development, and molecular mimicry.

## Methods

### Mice

C57BL/6J and B6.SJL (CD45.1) mice were obtained from Jackson Laboratories. 564Igi mice on a C57BL/6 background^9^ were originally provided by Theresa Imanishi-Kari (Tufts University) and were maintained in-house. All mice were bred and maintained in the AAALAC-accredited facility at Harvard Medical School at ambient temperature and humidity with 12 h light/dark cycles. Mice were specific pathogen-free (SPF) and maintained under a 12 h light/dark cycle with standard chow diet. Both male and female mice were used for all experiments, and mice were gender and age-matched within experiments. Experimental and control mice were co-housed whenever appropriate. All animal experiments were conducted in accordance with the guidelines of the Laboratory Animal Center of National Institutes of Health. The Institutional Animal Care and Use Committee of Harvard Medical School approved all animal protocols (IS111).

### Genotyping

564Igi mice were genotyped using digital droplet PCR (ddPCR). Tail DNA was isolated and digested with AluI (NEB). Droplets were prepared from a mix of tail DNA, primers (Supplementary Table 2), and EvaGreen Supermix (Bio-Rad) using a QX200 Droplet Generator (Bio-Rad). PCR was performed using a C100 Touch Thermal Cycler (Bio-Rad) and droplets were read on a QX200 Droplet Reader (Bio-Rad). 564Igi heavy (Hi) and light (Ki) chain copy number was quantified by comparing to amplification of reference mRPP30 using QuantaSoft (Bio-Rad). FACStyping of CD45.1 mice and bone marrow chimeras was performed by bleeding mice retroorbitally using heparinized capillary tubes and collecting into 30 μL of acid-citrate-dextrose solution (Sigma). Stabilized blood was underlayered with 1 mL of Lymphocyte Separation Medium (Corning) and centrifuged at 400 × *g* for 30 min at room temperature. The mononuclear cell layer was aspirated and processed for flow cytometry as described below using anti-CD45.1 and anti-CD45.2 antibodies.

### Tissue collection

Mice were sacrificed by cervical dislocation and blood was immediately collected via cardiac puncture. Mice were then transcardially perfused with 15–30 mL PBS and spleens and kidneys were dissected and allocated for immunofluorescence or flow cytometry. Blood was kept at room temperature for 1 h to promote coagulation, then centrifuged at 500 × *g* for 10 min at 4 °C to isolate serum, which was stored at −80 °C.

### Bone marrow chimeras

Epitope spreading was induced in an autoreactive B cell driven model of autoimmunity using mixed 564Igi chimeras as previously described^3^. Recipient mice between 8 and 10 weeks old were irradiated with 1100 rads and placed on water with sulfamethoxazole/trimethoprim for 10 days to prevent opportunistic infections. Femurs and tibia were dissected from 6 to 8-week-old congenic donor mice and rinsed through three rounds of HBSS supplemented with 10 mM HEPES, 1 mM EDTA, and 2% heat inactivated FBS. Bones were crushed in a mortar and passed through a 70 μm cell strainer (Corning). 5 × 10^6^ 564Igi bone marrow cells and 10 × 10^6^ WT bone marrow cells in 100 μL were injected intravenously into each irradiated recipient 8–10 h after irradiation. Six weeks after reconstitution chimerism was verified by FACStyping as described above.

### Immunization

To generate germinal centers in non-autoimmune chimeras, mice were immunized intraperitoneally with 100 μg of 4-hydroxy-3-nitrophenylacetyl hapten conjugated to ovalbumin (NP-OVA, Biosearch) in 50 μL HBSS precipitated in 50 μL of Imject Alum (ThermoScientific) 6 weeks after irradiation and bone marrow reconstitution. Four weeks after immunization, mice received an intraperitoneal booster immunization of 100 μg of NP-OVA in 100 μL HBSS. For chronic immunization, mice were immunized with intraperitoneal NP-OVA in alum followed by booster immunization with NP-OVA every 3 weeks for up to 12 weeks total.

### Flow cytometry

Spleens and lymph nodes were harvested into ice cold FACS buffer (PBS with 0.5% heat inactivated FBS and 0.05% sodium azide) and mechanically digested through a 70 μm cell strainer (Corning). Spleens were incubated in RBC lysis buffer (155 mM NH_4_Cl, 12 mM NaHCO_3_, 0.1 mM EDTA) for 3 min at room temperature and washed with FACS buffer. Cells were counted and 1 × 10^6^ cells/well were added to round-bottom 96 well plates and incubated with 50 μL of staining mix (appropriate antibodies and viability dye in FACS buffer) for 30 min on ice. The following antibodies were used: anti-CD44 (IM7, 1:1000), anti-CD62L (MEL-14, 1:100), anti-CD45.1 (A20, 1:300), anti-CD45.2 (104, 1:300), anti-CXCR5 (L138D7, 1:200), anti-PD-1 (RMP1-30, 1:200), anti-Sca-1 (D7, 1:300), anti-GL7 (GL7, 1:200), anti-CD3 (500A2, 1:300), anti-CD4 (GK1.5, 1:300), anti-PSGL-1 (2PH1, 1:200), anti-GITR (DTA-1, 1:200), and anti-FoxP3 (FJK-16s, 1:100). Plates were washed with FACS buffer and for two-step staining procedures incubated with 50 μL of secondary staining mix (appropriate streptavidin antibody in FACS buffer) for 15 min on ice. For intracellular staining, cells were fixed with Fixation/Permeabilization Buffer (eBioscience) for 30 min at room temperature, washed with Permeabilization Buffer (eBioscience), and incubated with 50 μL of intracellular staining mix (appropriate intracellular antibody in Permeabilization Buffer) for 30 min at room temperature. Cells were washed with a final wash of FACS buffer, resuspended in 150 μL FACS buffer, and read using 3–8 fluorophore flow cytometry on a FACSCanto II (BD Biosciences) with 488, 405, and 640 nm lasers using FACSDiva (BD Biosciences). Compensation matrices were determined using unstained and single fluorophore stained controls. Data was analyzed using FlowJo (Tree Star).

### Cell sorting

Cell suspensions were stained as for flow cytometry and resuspended in FACS buffer. For quantitative RT-PCR, a two-way semi-purity sort was performed using a SH-800Z (Sony) with 488, 405, 561, and 638 nm lasers. Cells were categorized as T_FH_ (CD45.2^+^CD45.1^−^CD3^+^CD4^+^CXCR-5^+^PD-1^+^GITR^−^) or T_FR_ (CD45.2^+^CD45.1^−^CD3^+^CD4^+^CXCR-5^+^PD-1^+^GITR^+^). Sorted cells were resuspended in TCL (Qiagen) and stored at −80 °C until RNA isolation. For droplet-based single cell sequencing, CD4^+^ cells were purified following flow cytometry staining using MACS CD4^+^ T Cell Isolation Kit (Miltenyi, 130-095-248) according to the manufacturer’s protocols. A two-way purity sort was then performed using a FACSARIA II Special Order system (BD Biosciences) with 355, 405, 488, 640, and 592 nm lasers into PBS with 0.04% BSA. Cells were categorized as follicular T cells by CD45.2^+^CD45.1^-^CD3^+^CD4^+^CXCR-5^+^PD-1^+^.

### Droplet-based single-cell RNA and TCR sequencing

The scRNA-seq and scTCR-seq libraries were prepared using the 10X Single Cell Immune Profiling Solution Kit (10X Genomics, #1000006, #1000020, #1000071, #1000152, #120262). Immediately post-sorting, cells were resuspended to final concentration of 100–800 cells per μL determined by hemocytometer. Cells were captured in droplets at a targeted recovery of 500–7000 cells and multiplet rate of 0.4–5.4% using a Chromium Controller (10X Genomics), followed by barcoding and reverse transcription. Emulsions were broken and cDNA was purified using Dynabeads MyOne SILANE and amplified by PCR. For gene expression library preparation, 2.4–50 ng of amplified cDNA was fragmented and end-repaired, double-sided size selected with SPRIselect beads (Beckman Coulter), PCR amplified with indexing primers, and double-sided size-selected with SPRIselect beads. For TCR library construction, TCR transcripts were enriched from 2 μL of amplified cDNA by PCR, and 5–50 ng of PCR product was fragmented and end-repaired, size-selected with SPRIselect beads, PCR-amplified with indexing primers, and size-selected with SPRIselect beads. Sequencing of scRNA libraries were performed on a NextSeq 500 (Illumina) to a minimum sequencing depth of 15,000 reads per cell using read lengths of 26 bp read 1, 8 bp i7 index, 98 bp read 2 for the gene expression library, or a minimum sequencing of depth of 3000 reads per cell using read lengths of 150 bp read 1, 8 bp i7 index, 150 bp read 2 for the TCR library.

### Quantitative RT-PCR

RNA was isolated by incubating cell lysates with 2 vol SPRIselect RNAClean XP beads (Beckman Coulter) for 10 min at room temperature. Samples were washed four times for 5 min with 80% ethanol in a magnetic field. Beads were air dried for 10 min at room temperature then resuspended in 16 μL DEPC H_2_O for 10 min at room temperature. Beads were returned to the magnetic field and eluate was collected and quantified on a NanoDrop 1000 (Thermo Scientific). Samples were treated with iScript DNAse (Bio-Rad) and cDNA was synthesized using the iScript Reverse Transcription Supermix (Bio-Rad) according to manufacturer’s protocols. Quantitative RT-PCR (qRT-PCR) was performed using Sso SYBR Green Supermix (Bio-Rad) and primers (Supplementary Table 3) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) using QuantaSoft (Bio-Rad). All qRT-PCR reactions were performed in 10 μL and performed in duplicate or triplicate. Expression level was analyzed using comparative Ct and normalized to *Ywhaz*.

### Immunofluorescence confocal microscopy

Isolated organs were individually perfused with PBS followed by 4% paraformaldehyde (PFA) in PBS. Tissues were fixed overnight in 4% PFA at 4 °C, cryoprotected with 30% sucrose in PBS for 8 h at 4 °C, perfused with 30% OCT (TissueTek), and embedded in 100% OCT in Standard Cryomolds (TissueTek) on dry ice and stored at −80 °C. Frozen sections were cut on a cryostat at a thickness of 16 μm and allowed to dry for 60 min at room temperature. Sections were fixed with 4% PFA in PBS for 10 min at room temperature, then permeabilized and blocked with 1% heat inactivated FBS in IF buffer (PBS with 1% BSA and 0.1% Triton X-100) for 1 h at room temperature. Slides were stained with primary antibody in IF buffer overnight at 4 °C, nuclei were counterstained with DAPI (5 μg/mL, Sigma) when indicated, and slides were mounted using Fluoro-Gel (Electron Microscopy Sciences). Images were acquired using a Fluoview FV100 inverted confocal microscope (Olympus) and analyzed using Fiji (ImageJ).

### Processing and filtering of scRNA-seq data

The cellranger (10X Genomics, version 4.0.0) count pipeline was used to align 5’ gene expression reads to the GRCm38 reference genome (mm10). Only barcodes with unique molecular identifier (UMI) counts that passed the threshold for cell detection were included in gene-barcode matrices. We obtained reads from 71,231 cells with an average of 1245 genes per cell and 26,367 reads per cell. Individual sample matrices were loaded in Seurat^80^ (version 3.1.4) using the Read10X function and filtered for cells with at least 200 genes detected and genes detected in at least 3 cells using the CreateSeuratObject function, leaving 44,079 cells from WT chimeras and 27,139 cells from mixed 564Igi chimeras. Individual samples were merged using the merge function, and S and G2/M cell cycle phase scoring was assigned using CellCycleScoring. To remove batch effects between samples associated with a heat-shock gene expression signature, genes annotated with the Gene Ontology biological process (GOBP) term “cellular response to heat” (GO:0034605) was used to assign a heat shock score using AddModuleScore. Cells with less than 1000 or greater than 3500 genes detected, less than 2000 reads detected, greater than 7% mitochondrial RNA content, greater than 20% ribosomal RNA content, an S phase score greater than 0.15, or a G2/M phase score greater than 0.15 were excluded from analysis, with 15,280 cells from WT chimeras and 13,442 cells from mixed 564Igi chimeras passing the filters. BCR and TCR variable and constant genes were excluded from scRNA-seq analysis to prevent clustering based on VDJ transcripts. Genes *Gm42418* and *AY036118* were also removed, as they overlap the rRNA element Rn45s and represent rRNA contamination.

### Unsupervised clustering of scRNA-seq data

Regularized negative binomial regression was performed on cells from WT or mixed 564Igi chimeras separately using the sctransform normalization method^81^ to normalize, scale, select variable genes, and regress out mitochondrial RNA content, ribosomal RNA content, number of UMIs, and heat shock score. WT and mixed 564Igi chimera datasets were then integrated^82^ using SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData. Following principal component analysis (PCA), clusters were identified using FindClusters to apply shared nearest neighbor (SNN)-based clustering using the first 25 principal components with *k* = 30 and resolution = 0.15. The same principal components were used to generate UMAP projections. 

### Diffusion map and pseudotime analysis

Seurat objects were exported to scanpy (version 1.5.1) using anndata2ri (version 1.0.2). Partition based graph abstraction was performed using the PAGA function^83^ with 15 neighbors and the first 20 principal components. A randomly selected activated T_FH_ cell was used as the root cell for diffusion pseudotime computation using the first 10 diffusion components. Diffusion component coordinates and pseudotime values were added back to the Seurat object using CreateDimReducObject and AddMetaData, respectively.

### Cell cluster annotation

Clusters were annotated based on expression of marker genes for known populations and differentially expressed genes for novel populations, including *Foxp3* (T_FR_), *S100a6* (activated T_FH_), *Sostdc1* (Sostdc1 T_FH_), *Sell, Slamf7* (T_FH_-CM)*, Ccl5, Gkzmk* (T_FH_-effector)*, Ifit1, Isg15*, and *Ifi3* (T_FH_-ISG). Cluster determination was confirmed by identifying differentially expressed marker genes for each cluster using FindAllMarkers with the MAST algorithm^84^ and comparing to known cell-type specific marker genes. Cluster names were updated using RenameIdents.

### Differential gene expression

Differentially expressed genes between autoimmune or non-autoimmune chimeras were determined using FindMarkers with the MAST algorithm across all genes. For differential expression analysis within individual clusters or clonotypes, Seurat objects were first subset using the subset function.

### Analysis of human scRNA-seq data

Reference scRNA-seq data from human renal biopsies were obtained from ImmPort (SDY997)^10^. Raw count matrices were filtered for cells with at least 200 genes detected and genes detected in at least 3 cells using the CreateSeuratObject function, leaving 520 cells from healthy controls and 5627 cells from SLE patients. Cells with less than 1000 or greater than 3500 genes detected, or greater than 30% mitochondrial RNA content were excluded from analysis, with 162 cells from healthy controls and 2756 cells from SLE patients passing the filters. Regularized negative binomial regression was performed on cells from health controls or SLE patients separately using the sctransform normalization method to normalize, scale, select variable genes, and regress out mitochondrial RNA content and number of UMIs. Healthy controls and SLE datasets were then integrated using SelectIntegrationFeatures, PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData. Following PCA, clusters were identified using FindClusters to apply SNN-based clustering using the first 25 principal components with *k* = 30 and resolution = 0.15. Clusters were annotated based on expression of marker genes for known populations, including *CD3E, CD4* (CD4 T cells), *CD8A* (CD8 T cells), *LYZ* (macrophages), *KLRF1* (NK cells), *MS4A1, BCL11A* (B cells), and *IRF8* (monocytes). CD4 and CD8 T cell clusters were subset using the subset function, leaving 93 cells from healthy controls and 1323 cells from SLE patients. Normalization and integration were performed as above using raw counts. Following PCA, clusters were identified using FindClusters to apply SNN-based clustering using the first 25 principal components with *k* = 30 and resolution = 0.7. Clusters were annotated based on expression of marker genes for known populations, including *CD4, CD40LG* (T_FH_), *NKG7, GZMH, CD8A* (CD8), *TIGIT, IKZF2, FOXP3* (Treg), *IL2RB, ITGA1* (CD8-resident memory), *GZMK, EOMES, CCR5* (CD8-central memory), *ISG15, MX1*, and *OAS3* (CD4-ISG). Differentially expressed genes between healthy controls and SLE patients were determined using FindMarkers with the MAST algorithm across all genes. Comparison between human and mouse differential expression analysis was performed by determining the homologs of each gene using getLDS from biomaRt (version 2.24.0). From the 13,517 genes identified by scRNA-seq of mouse follicular T cells and 17,485 genes identified by scRNA-seq of human renal biopsies, 9576 homologs were identified in both datasets.

### Analysis of bulk human RNA-seq data

Reference bulk RNA-seq data from human CD4^+^ PBMCs were obtained from Bradley et al.^12^. Differentially expressed genes between healthy controls and SLE patients were determined using DEseq2 (version 1.26.0)^85^. Comparison between human and mouse differential expression analysis was performed by determining the homologs of each gene using getLDS from biomaRt (version 2.42.0)^86^. From the 13,517 genes identified by scRNA-seq of mouse follicular T cells and 17,752 genes identified by bulk RNA-seq data of human CD4^+^ PBMCs, 10,962 homologs were identified in both datasets.

### Gene expression signature scoring

Pathway analysis and gene set enrichment analysis was performed using clusterProfiler (version 3.14.3)^87^. Differentially expressed genes were selected using *P*-adj < 0.01 and ranked according to log_2_FC for enrichment analysis. Ranked gene lists were used to query GOBP^88,89^ and MSigDB (version 7.0.1)^90,91^ signature libraries. Signature scores were assigned to individual cells, clonotypes, or specificity groups using AddModuleScore and gene lists from GOBP or MSigDB. For gene ontology analysis and annotation, differentially expressed genes were selected using *P*-adj < 0.05 and absolute log_2_FC > 0.1 thresholds.

### Data processing of scTCR-seq libraries

The cellranger (10X Genomics, version 4.0.0) vdj pipeline was used to align TCR reads to the vdj-GRCm38 alts ensemble 3.1.0 reference genome (10X Genomics). We obtained reads from 43,896 cells with an average of 9461 reads per cell. Only TCRs with full length and productive α and β chain sequences were included in analysis.

### TCR clonality analysis

Clonotypes were determined by grouping cell barcodes that shared the same pair of productive CDR3α and CDR3β amino acid sequences, and clone size was calculated by the number of unique cell barcodes belonging to an individual clonotype. Clonality was matched with gene-expression analysis in Seurat by adding clonality information to the metadata using AddMetaData based on cell barcodes. Unweighted TCR network analysis between samples and conditions was performed using the qgraph package (version 1.6.5). To evaluate public clonotype environments, non-metric multidimensional scaling (NMDS) was performed using vegan (version 2.5-6) with *k* = 2 for comparisons between autoimmune and non-autoimmune mice and with *k* = 6 for comparisons between clusters. Stress < 0.1 was confirmed using a Shepard plot. Clonotype Shannon diversity calculation and rarefaction analysis was performed using vegan with step size = 20. Public clonotypes were identified using immunarch (version 0.5.5).

### Unsupervised classification of TCR repertoires

TCR repertoires of each individual chimera were constructed from CDR3αβ and VDJ gene usage from scTCR-seq. TCR featurization was performed using a variable autoencoder (VAE) in DeepTCR (version 1.4.15)^13^ with 256 latent dimensions, *k* = 5 for the first convolutional layer of the graph, learned latent dimensionality of 64 for amino acids, learned latent dimensionality of 48 for VDJ genes, latent alpha of 0.001, and three convolutional layers with 32, 64, and 128 neurons respectively. The VAE was trained using an Adam Optimizer with learning rate = 0.001 until convergence criteria of >0.01 decrease in determined interval was met. For sample-agnostic clustering, a dendrogram was constructed to compare clonotype distribution in UMAP space and PhenoGraph clustering using Kullback–Leibler divergence. TCR repertoire classification performance was assessed using a K-nearest neighbor (KNN) algorithm that was trained and tested following PhenoGraph clustering. K was varied from 1 to 16 in a 5-fold cross-validation strategy, where the predictive power was assessed using the left-out fold to calculate area under the curve (AUC).

### Clonal expansion and gene expression correlation analysis

Spearman correlations between gene expression and continuous variables such as clonotype size and pseudotime were calculated across all cells or within individual clusters, as indicated. Genes were ranked according to correlation coefficients (*ρ*). To correlate average gene expression between individual clonotypes or specificity groups, the AverageExpression function from Seurat was used to calculate average raw counts of each individual gene across all cells belonging to each individual clonotype or specificity group.

### GLIPH2 analysis

The grouping of lymphocyte interaction by paratope hotspots (GLIPH2) algorithm^14^ was used to predict TCR specificity groups. GLIPH2 clusters TCRs based on a global similarity index, determined by CDR3 sequences that differ by up to one amino acid, and a local similarity index, determined by common CDR3 motifs of two to three amino acids. Global similarity was further restricted to TCR members of the same length and amino acid differences at the same position based on a BLOSUM62 matrix. Motifs with N or P encoded amino acids were given extra weight, and TCRs were allowed to be assigned to multiple clusters. The GLIPH2 mouse CD4 dataset was used for reference. Fisher’s exact test was used to assess the statistical significance of a given motif, and specificity groups were filtered for clusters from at least four samples with significant V-gene bias (*P* < 0.05 by GLIPH2) and significant final score (*P* < 1 × 10^-5^ by GLIPH2). Specificity group prediction was matched with gene-expression analysis in Seurat using AddMetaData based on clonotype sequences.

### CDR3β database construction

To predict antigen specificities, we created a single reference database of known CDR3β sequences and their cognate antigens by downloading published data from VDJdb^16^, PIRD^17^, and McPAS-TCR^18^ (downloaded on April 8, 2020). Clone metadata including disease relevancy, protein name, peptide sequence, VDJ gene usage, associated publication, T cell type, and species information was cleaned to eliminate different conventions in annotation across datasets, and an additional metadata category of disease class (virus, bacteria, parasite, autoimmune, cancer, transplant, immunodeficiency, or allergy) was added. CDR3 sequences were limited to IUPAC letters and any duplicate entries were removed, resulting in a single reference database consisting of 99,809 unique CDR3β sequences with annotated specificities for 469 antigens and 482 peptides (Supplementary Data 4). To test whether TCR sequences identified by scTCR-seq had known antigen specifies, we searched for the presence of each CDR3β sequence in our reference database. To extend antigen predictions to CDR3β sequences not found in the reference database, we performed GLIPH2 analysis on our reference database, identifying annotated antigens associated with CDR3β local motif patterns. Antigen prediction was matched with gene-expression analysis in Seurat using AddMetaData based on GLIPH2 local motif predictions.

### Profile-based search for autoantigens

To predict antigens using a peptide-directed approach, we identified all peptides associated with CDR3β sequences preferentially expanded in follicular T cells from autoimmune or non-autoimmune chimeras (clone size >3 and positive or negative log_2_FC). Peptides that were 9 amino acids long were weighted by clone size x fold enrichment and used to create a positional-weighted matrix (PWM) using 2017PWM^92^. This matrix represents the enrichment ratio of each amino acid at a particular position in the peptide. Each PWM was used to score the mouse proteome (UniProt) using a 9-mer sliding search. *P* values and Bonferroni-corrected *p* values were calculated for each peptide, representing the probability of randomly selecting a peptide with fitness score as high as or higher than the scored peptide.

### Supervised classification of TCR sequences

Peptides with at least 100 unique known CDR3β sequences from our reference database were used for supervised training using DeepTCR. TCR featurization was performed using CDR3β, V gene, and J gene usage embedding of a sequence classifier. Supervised training was performed using 5-fold Monte-Carlo cross-validation on the classifier with 5 kernels for the first convolutional layer of the graph, learned latent dimensionality of 64 for amino acids, learned latent dimensionality of 48 for VDJ genes, 12 nodes per fully-connected layer, and three convolutional layers with 32, 64, and 128 neurons respectively. Training was conducted on 75% of the data with learning rate = 0.001 and hinge-loss = 0 until convergence criteria of >0.001 decrease in determined interval was met. Peptide-based CDR3β classification model performance was assessed on the remaining 25% of data using a bootstrapping method to sample Monte-Carlo predictions with replacement 5000 times to approximate AUC. Features for all sequences were extracted from the latent space and used to perform hierarchical clustering of peptide annotations. This trained sequence classifier was used for sequence inference using CDR3β, V gene, and J gene usage of clonotypes identified by scTCR-seq. For repertoire-level visualization of inference, each clonotype was represented in a UMAP representation of the feature space of the training and validation datasets.

### Statistical analyses

All values are expressed as mean ± SEM. We corrected for multiple comparisons and report adjusted *P* values using Bonferroni correction. For pathway analyses, Fisher’s exact test was used with Benjamini–Hochberg correction for multiple testing. No statistical methods were used to predetermine sample size.

### Visualization

Bar graphs were created using ggpubr (version 0.2.5.999) or Prism (GraphPad), venn diagrams were created using vennDiagram (version 1.6.20), and correlation vs correlation scatter plots were created using ggplot2 (version 3.3.0). Biological theme comparisons, network plots, and gene set enrichment plots were generated using clusterProfiler (version 3.14.3). Heatmaps and hierarchical clustering was performed using pheatmap (version 1.0.12). UMAP and violin plots comparing gene expression across samples and clusters were generated using Seurat. Sequence motifs were created using ggseqlogo (version 0.1). Scatter plots comparing gene expression and continuous variable were created using FeatureScatter from Seurat. Volcano plots were generated using EnhancedVolcano (version 1.4.0) and differentially expressed genes (absolute log_2_FC > 0.2 and *P*-adj <0.01) were highlighted in red. Experimental diagrams and schematics were created with BioRender.com.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All scRNA-seq and scTCR-seq data generated in this study have been deposited in the GEO database and are available under primary accession number GSE157649. The following publicly available datasets were used: Immport SDY997, human SLE T cell RNA-seq^12^ (10.1371/journal.pone.0141171.s003), VDJdb, PIRD, McPAS-TCR, UniProt mouse proteome (https://www.uniprot.org/proteomes/UP000000589), and GRCm38 reference genome (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/). Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Follicular T cells are clonally and transcriptionally distinct in B cell-driven mouse autoimmune disease
**Source:** Nat Commun. 2021 Nov 18;12:6687. doi: 10.1038/s41467-021-27035-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: **DEGs for follicular T cell clusters.** List of cluster-defining differentially expressed genes for each follicular T cell cluster defined by scRNA-seq.

File Name: Supplementary Data 2

Description: **DEGs between mixed autoimmune versus wild type chimera follicular T cells.** List of differentially expressed genes amongst follicular T cells from autoimmune (564Igi) versus wild type (WT) chimeras determined by scRNA-seq.

File Name: Supplementary Data 3

Description: **GLIPH2 specificity group assignments of clonotypes from scTCR-seq.** List of GLIPH2-based specificity group assignments of clonotypes identified by scTCR-seq of follicular T cells from autoimmune (564Igi) and wild type (WT) chimeras.

File Name: Supplementary Data 4

Description: **Reference database of known antigen specificities.** Compiled database of CDR3 $\beta$  sequences matched with known antigen specificities used for antigen specificity prediction.

How the deposited data were processed for this re-analysis (not part of the article)

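The re-analysis used the authors' deposited tables of 28192 cells with RNA and 33833 cells with paired TCR from 5 WT and 5 mixed 564Igi chimeras. The authors sorted splenic CD45.2+CD45.1-CD3+CD4+CXCR5+PD-1+ cells, made a 10x 5′ gene expression and a V(D)J library for each mouse, and processed reads with Cell Ranger against GRCm38. Cells were kept by the authors' limits on genes, UMIs, mitochondrial and ribosomal content and cell cycle scores, and the values in the tables lie within those limits. The paper states a multiplet rate for the capture, and its text names no step that removed doublets. No doublet caller was run here, and cells with 2 α or 2 β sequences, which may include doublets, were kept, with an alternative that left them out of the clone sizes and the counts of shared clonotypes. The expression matrix of 13798 genes holds, as deposited by the authors, the natural log of the UMI count plus 1 after sctransform normalization of each condition on its own. Corrected counts are not raw counts, and methods for raw counts were not used. The cell table holds each cell's raw UMI and gene totals, the authors' scores and their cluster names. The percent of a cell's UMIs in mitochondrial and ribosomal genes was computed by the authors before normalization and is given there as deposited. The TCR table lists for each cell the CDR3 sequences, V and J genes and UMIs of its contigs. Mouse, condition and sex came from the sample labels and matched the labels of both tables for every cell.

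Values were converted to log2 of the corrected count plus 1 and averaged over the cells of each mouse, over all cells, within each cluster and within expanded clonotypes. A mouse entered a cluster's comparison with at least 20 cells. Genes found in at least 1% of cells in as many mice as the smaller group holds were tested with limma 3.58.1 (R 4.3.3) with its trend option. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 0.2. Gene sets were tested with limma's camera at its preset correlation of 0.01, and with fry. The difference between conditions was also compared between T_FR_ and activated T_FH_ cells by testing each mouse's T_FR_ minus activated value. On simulated data made from the same per-mouse values, with 200 genes changed by log2 0.3 or 0.6, the calls recovered between 91.5% and 100% of the changed genes per comparison, and at most 1.08% of calls were wrong. Most genes tested vary little between mice. Among genes with standard errors in the range of the 10 that the paper names for all cells, 55.0% of changes of 0.3 and 96.0% of changes of 0.6 were recovered. For every comparison across genes, the count was also taken for up to 100 splits of the same mice into groups of the same sizes.

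Single values per mouse were compared by exact permutation over every assignment of the 10 mice (two-sided, smallest p 0.00794). Correlations within mice were tested by exact sign flips over 10 mice (1024 patterns, two-sided, smallest p 0.00195). Counts of shared clonotypes and V gene divergence were compared with all 126 splits of the mice (one-sided). CDR3β lengths of expanded clonotypes were compared by permutation over clonotypes with 100000 resamples. Clonotypes were cells with the same pair of CDR3 amino acid sequences as listed. Expanded clonotypes had more than 10 cells and an absolute log2 ratio between conditions above 3. Cluster names were shuffled 1000 times within each mouse for the share of clonotypes in 1 cluster. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for plots. Gene positions came from GENCODE vM21 and were found for 98.7% of the genes tested.

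The named genes were those that the paper names for a comparison, plus the 5 with the largest change in each direction among genes called in all follicular T cells whose mice do not overlap, which gave *Gm42031* alone. Lists of canonical, interferon-stimulated, glycolytic, heat shock, B cell, myeloid, erythroid, X inactivation and Y-linked genes, the main tests and most alternatives were set before the data were examined. Erythroid and myeloid genes other than *Cst3* were found in under 1% of cells on average, at most 0.507% for *Hbb.bs* in 564Igi and 0.303% for *Lyz2* in WT chimeras. *Cst3* was found in 45.3% and 45.4% of WT and 564Igi cells. Of the Y-linked genes, *Eif2s3y* was in the matrix and was found in 0% of WT and 0.0329% of 564Igi cells, while *Xist* was found in 86.9% in both, so the labelled sex does not describe the sequenced cells. Of the canonical genes, *Bcl6* was found in 11.1% and 10.6% of cells.

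Depth per mouse ranged from 3424280 to 15241983 UMIs over 1121 to 4030 cells. Detection limits apply to UMIs and not to expression, and free RNA was not removed. Alternatives covered limma without the trend, no filter on low genes, other thresholds, labelled sex or heat shock level as a covariate, thinning to 1121 cells per mouse, equal weights of the 3 largest clusters, a pseudocount of 0.1, other clonotype definitions, clonotype means and leaving out each mouse. Alternatives with raw counts did not apply to these values. Pseudotime, DeepTCR, GLIPH2 groups, antigen matches, the paper's gene set modules, the human biopsy data, flow cytometry and quantitative PCR were not analysed here. Some results for single genes are not reported here.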

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

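In this part, the tests of 1 random cell per clonotype, those of genes at a level similar to *Tpt1*, the fit without mice 34 and 36 and that with these mice as a block were chosen only after the result was seen. Among 64 groups of 5 mice, over 32 measures, 8 groups (12.5%) held a mouse whose gap to the nearest other mouse, divided by the group's range, exceeded Dixon's value of 0.71. Chance flags about 1 in 20 groups.

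564Igi mouse 24 had 1121 cells with RNA, where the other 564Igi mice had 2924 to 3120. Whether loading, sorting or fewer follicular T cells in this animal account for it was not tested. Thinning every mouse to 1121 cells left 1 called gene among all follicular T cells, *Gm42031*, at a log2 fold change of 1.86. Leaving this mouse out raised the adjusted p of *Gm42031* to 0.00231, the highest of the 10 fits, and removed the call of *Ly6a* in the T_FR_ cluster (adjusted p 0.0219).

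T_FR_ cells made up 56.4% of the cells of WT mouse 12, where the other WT mice had 37.6% to 42.0%, and 48.1% of the cells of 564Igi mouse 13, where the others had 35.0% to 37.9%. The labels give no batch, and whether sorting or the animals account for it was not tested. Without WT mouse 12 the difference in T_FR_ share between conditions was -0.887 percentage points, and without 564Igi mouse 13 it was -6.46, on the same side of the threshold as with all mice. A different mixture of clusters could move the levels of genes over all cells, so each mouse was also given equal weights of the 3 largest clusters. *Gm42031* remained called under equal weights, which gave 2 called genes.

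The mean log2 level of *Thy1* was 1.07 in 564Igi mouse 17, where the other 564Igi mice lay between 0.69 and 0.78. The paper reports lower *Thy1* in autoimmune chimeras. Without this mouse its log2 fold change among all cells was -0.27, against -0.20 with all mice, and it was not called in any of the 10 fits with a mouse left out. Technical and biological differences of this mouse were not tested.

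The correlation of *Tigit* with T_FR_ clone size was 0.214 in WT mouse 23, where the other WT mice lay between 0.131 and 0.154. The difference between conditions stayed past the threshold without any single mouse, between -0.133 and -0.0797 (exact permutation p at most 0.0476). Repeated counting of cells of large clonotypes is a technical explanation that was tested. With 1 random cell of each clonotype the difference was -0.102 (exact permutation p = 0.0159), which argues against it as the whole cause of the difference between conditions.

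The CDR3β sequences of GLIPH_506 were carried by 7.27% of the cells of WT mouse 12, where the other WT mice had at most 0.0765%, and by 6.40% of the cells of 564Igi mouse 24, where the others had at most 0.646%. In WT mouse 12 all 226 cells belonged to 1 clonotype. Clonal expansion in single mice is the pattern itself, and no explanation for it was tested. The shares of both conditions rest on these mice, as the difference was 1.40 percentage points without WT mouse 12 and -1.29 without 564Igi mouse 24.

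The mean level of heat shock genes was 0.877 in 564Igi mouse 34, where the other 564Igi mice lay between 0.604 and 0.665, and the highest WT level was 0.805 in mouse 36. The paper describes a heat shock signature as a batch effect between its samples and regressed it out. Mice 34 and 36 also had the lowest shares of RNA cells with a TCR, 56.5% and 48.0%, and the labels number their libraries apart from the others, so a batch of their own is a candidate explanation. Handling before lysis may raise these genes too, and no biological explanation was tested. With the heat shock level in the model 1 gene was called among all cells, *Gm42031*, and without mice 34 and 36 also 1, with a log2 fold change of 1.65 for *Gm42031*. With these mice as a block in the model, 1 gene was called, *Gm42031*, at a log2 fold change of 1.85. Without 564Igi mouse 34 alone it was 1.63, the lowest with 1 mouse left out.

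*Tpt1*, which the paper's text does not name, was called in the *Sostdc1* cluster with a log2 fold change of 0.24 (limma adjusted p = 0.00345). It had log2 levels of 4.30 in WT and 4.54 in 564Igi chimeras there, without overlap between mice. Among the 100 splits of the mice, 2 gave at least as many called genes in this cluster, the real one included, so chance can be excluded at the 0.05 level for the count of 2. That count includes *Gm42031*, so the splits decide nothing about *Tpt1* alone. *Tpt1* is an abundant transcript, and its log2 fold change was 0.20 among all cells and 0.22 in activated T_FH_ cells (limma adjusted p = 0.0349 and 0.0401). Its call depended on single mice. It was lost without WT mouse 11, 12 or 14 (limma adjusted p = 0.0225, 0.0200 and 0.0116) and without 564Igi mouse 17, 21 or 24 (0.0100, 0.0172 and 0.0178), at log2 fold changes of 0.22 to 0.25, and also in limma without the trend (0.0964) and without the filter on low genes (0.0554). A shift of abundant transcripts through the separate normalization of the conditions is a candidate explanation. Of 52 other genes within 1 log2 unit of its level in this cluster, 42 were higher in 564Igi chimeras, with a median log2 fold change of 0.11. The 35 ribosomal protein genes among them had a median of 0.12 and the other 17 of -0.02, so *Tpt1* moved with the ribosomal protein genes and not with every abundant gene. Whether normalization or an effect of autoimmunity or of immunization moved these genes stays open, because either can act on this group of genes.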

How the results depend on the processing

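The scaling of each mouse by its own total, the scale of Supplementary Data 2, the fits without mice 34 and 36 or with these as a block, the alternatives for the correlations of *Foxp3*, *Ikzf2* and *Tigit* over all mice, the set tests with other scaling or weights, the interferon set and the clonotypes in both conditions with mice left out, nucleotide clonotypes of cells whose fields name the same chains and the draws of 1 cell per clonotype were chosen only after the result was seen. Of the settings tried on values that answer a comparison, 417 kept direction and side of the threshold or stayed within the set limits, 55 were weaker, 8 stronger, 24 moved and 43 reversed, and for single named genes 284 kept and 18 were weaker. WT and 564Igi mice were not paired, because they share no replicate numbers and the labels name no batch. A block was fitted only for mice 34 and 36, and only among all cells. With mice 34 and 36, whose libraries the labels number apart from the others, as a block, limma called 1 gene among all cells, *Gm42031*, as it did with a pseudocount of 0.1. Except where a construction is named, the cause of a change was not tested.

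Limma without the trend called 0 genes among all cells and in the activated, T_FR_ and *Sostdc1* clusters, beside 1, 1, 2 and 2 with it. With the trend, 318, 393, 350 and 455 genes had an unadjusted p under 0.05. At an adjusted p under 0.05 with no limit on the fold change, limma called 7, 4, 9 and 4 genes, since this threshold is looser. Without the filter on low genes, limma called 0 genes in the activated, 0 in the T_FR_ and 1 in the *Sostdc1* cluster. *Gm42031* thus lost its call in the activated and T_FR_ clusters, and *Ly6a* in the T_FR_ cluster. Among all cells, equal weights of the 3 largest clusters called 2 genes and the scale of Supplementary Data 2 also 2. In expanded clonotypes, counting each clonotype once called 2. With each mouse left out, counts lay between 1 and 2 among all cells (2 without WT mouse 23), 1 and 3 in the activated cluster (3 without WT mouse 14), 1 and 3 in the T_FR_ cluster (1 without WT mouse 11 or 564Igi mouse 24), 1 and 3 in the *Sostdc1* cluster (1 without WT mouse 11, 12 or 14 or 564Igi mouse 21 or 24), and 1 and 2 in expanded clonotypes (2 without 564Igi mouse 34). *Gm42031* was called in every one of these fits with a mouse left out.

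The glycolytic set's p was 0.0667 under fry. The interferon set's p was 0.434 under fry, 0.224 with the estimated correlation, and between 6.44e-07 and 0.0560 with a mouse left out, the highest without 564Igi mouse 34.

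The fall in central memory T_FH_ cells was -4.16 percentage points of cells outside the T_FR_ cluster (exact permutation p = 0.0476). The difference in interferon stimulated T_FH_ cells lay between -0.0451 and 0.305 with a mouse left out, and no side of the threshold changed.

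Clonotypes in both conditions numbered 5 by nucleotide sequence, more than the median split, and 2 with 2 or more cells required in each mouse (exact permutation p = 0.857 and 0.0873), and 5 to 8 with a mouse left out, where the exact permutation p was 0.05 or more in 6 of 10 fits. Pairings within a condition numbered 15 with matching V genes, 3 by nucleotide sequence, 6 with 2 or more cells and 18 without barcodes seen in several mice (exact permutation p = 0.0794, 0.857, 0.151 and 0.0556), and 10 to 18 with a mouse left out. With nucleotide sequences only of cells whose nucleotide and amino acid fields name the same chains, the numbers were 5 and 3 as well. These definitions leave fewer clonotypes.

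Counting each cell, the CDR3α difference was 0.169 (exact permutation p = 0.00794) and the V usage differences were -0.00492 for α and -0.00186 for β. With a mouse left out, the CDR3β difference lay between 0.0460 and 0.0976 (exact permutation p = 0.0238 without WT mouse 12), and the V usage differences between -0.00379 and 0.00809 for α (exact permutation p = 0.0397 without 564Igi mouse 24) and between -0.00225 and 0.00582 for β. With more than 20 cells required, expanded 564Igi CDR3β differed by -0.0320 from other clonotypes.

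With a mouse left out, the difference in clone size lay between 0.0887 and 0.146 (exact permutation p = 0.0238 without WT mouse 12 and 0.0476 without 564Igi mouse 34). Differences in the share of expanded cells lay between -0.0595 and 4.19 over all clusters, -2.96 and 0.997 in activated, -3.03 and 3.31 in T_FR_ and -16.8 and -10.7 in *Sostdc1* cells, the last with an exact p of 0.05 or more in 8 of 10 fits. Thinning gave 0.977 in T_FR_ cells. Clonotypes per fixed number of cells differed by -14.0 to 3.62 in T_FR_ and -1.67 to 1.09 in effector cells. The share of cells with the GLIPH_506 sequences differed by -1.29 to 1.40.

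With clonotype means, the differences between conditions in the correlation with clone size were -0.0259 for *Tcf7*, 0.0389 for *Ifngr1*, 0.0381 for *Cd74* and -0.0173 for *Foxp3*. With 1 random cell of each clonotype they were -0.0272 for *Tcf7*, 0.0151 for *Ifngr1*, 0.0497 for *Cd74* and 0.00103 for *Foxp3*. Without each mouse's largest clonotype they were 0.0846 for *Ifngr1*, 0.0423 for *Foxp3* and -0.0753 for *Ikzf2*. None of these values passed 0.05 in its exact permutation test. *Tcf7* and *Cd74* stayed past the threshold without the largest clonotypes (-0.108 and 0.150, exact permutation p = 0.0238 and 0.0159), and *Ikzf2* with clonotype means (-0.0913) and with 1 random cell (-0.0893, exact permutation p = 0.0317 and 0.00794). These p values are unadjusted. Over cells, the differences were 0.0683 for *Foxp3* and -0.0728 for *Ikzf2* (exact permutation p = 0.0476 each). Adjusted over 7 genes, each was 0.0556, so neither passed. With a mouse left out, the differences lay between 0.0749 and 0.121 for *Selplg*, 0.0414 and 0.0828 for *Foxp3*, and -0.0908 and -0.0544 for *Ikzf2*. *Selplg* passed without WT mouse 14 or 564Igi mouse 34 (exact permutation p = 0.0159 and 0.0397), while *Foxp3* did not pass in 6 and *Ikzf2* in 7 of 10 fits. For *Tigit*, clonotype means, 1 cell per clonotype, removal of the largest clonotypes and removal of each mouse all kept the difference past the threshold.

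Over all 10 mice, mean rho with clonotype means was 0.0639 for *Foxp3*, -0.0318 for *Ikzf2* and 0.0142 for *Tigit*, and with 1 random cell of each clonotype -0.0293, -0.0101 and 0.0232, against -0.103, 0.0922 and 0.103 over cells.

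The number of cells limits central memory and interferon stimulated T_FH_ cells most, with 13 and 14 cells in the mouse with fewest. Alternatives for raw counts and those for pseudotime were not run because the values are corrected counts and pseudotime was not used here.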

Differences from the paper's values

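Of the values in this part, the log2 of the mean count per 10000 plus 1, the scale of Supplementary Data 2, was chosen only after the result was seen. With the settings used for the passages, none of the paper's values computed anew was more than 1.5 times apart from it, or for signed values apart by more than the spread between mice. Under alternatives, clonotypes found in both conditions numbered 5 by nucleotide sequence and 2 with 2 or more cells required in each mouse, where the paper reports 8, as counted here. Cells with RNA numbered 14965 in WT and 13227 in 564Igi chimeras, where the paper reports 15,271 and 13,432. Pooled cluster shares, and the numbers of TCR cells and clonotypes, equal the paper's.

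The paper names *Ly6a*, *Lag3*, *Id3*, *Tpi1*, *Pkm*, *Aldoa*, *Itgb1*, *Il7r* and *Thy1* beside *Gm42031* as changed in follicular T cells from autoimmune chimeras. Its test took cells as replicates and the limma test took mice. All 10 genes had the paper's direction. Limma called *Gm42031* among all cells and did not call the other 9 there, with the adjusted p nearest the threshold at 0.0776 for *Ly6a*. Among alternatives set before the data were examined, *Id3* was called in the T_FR_ cluster with labelled sex in the model (-0.27) or without WT mouse 14 (-0.28), and *Tpi1* in the activated cluster without WT mouse 14 (0.33). *Ly6a* was called in the T_FR_ cluster with all mice (0.85). Limma adjusted over the 10 genes alone called *Ly6a* and *Id3* beside *Gm42031* among all cells, which is not independent evidence because the study chose these genes on the same mice. The scale of Supplementary Data 2, chosen after seeing the values, called none of the 9 among all cells and kept *Gm42031*. Over the 68 genes of the paper's list tested here, all had the paper's direction and 1 was called. That list was selected on the same mice, so the shared direction is not independent evidence.

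The paper's Discussion lists *Lag3* as lower in autoimmune chimeras, unlike its Results. The log2 fold change was 0.26, higher in 564Igi chimeras (two-sided exact permutation p = 0.119).

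The paper describes a decrease in central memory T_FH_ cells, from pooled single cells and from flow cytometry, which was not analysed here. Over mice the shares were 3.68% and 1.41% (two-sided exact permutation p = 0.0794). As a share of cells outside the T_FR_ cluster, an alternative set before the data were examined, the difference was -4.16 percentage points (two-sided exact permutation p = 0.0476).

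The paper states that autoimmune chimeras preferentially share public clonotypes. Pairings of mice by a shared clonotype numbered 7 among 564Igi and 12 among WT chimeras (one-sided exact permutation p = 0.460 and 0.0833). Among alternatives set before the data were examined, 564Igi pairings outnumbered WT ones without WT mouse 23 (7 and 3), without WT mouse 36 (7 and 5) and by nucleotide sequence (2 and 1). The one-sided exact permutation p for 564Igi was then 0.111, 0.389 and 0.655. Leaving out a WT mouse also leaves fewer pairs of WT mice that a clonotype could join. Without WT mouse 12 or 14, WT pairings still outnumbered 564Igi ones (10 and 7, 11 and 7). The one-sided exact permutation p for WT was then 0.0476 and 0.0317.

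The paper describes shorter CDR3β sequences among clonotypes expanded in autoimmune chimeras. Expanded 564Igi clonotypes had CDR3β sequences of 13.9 amino acids on average, as did the other 564Igi clonotypes, while expanded WT clonotypes had 14.2. The difference between expanded clonotypes of the conditions was -0.230 (two-sided permutation p = 0.0645). It was -0.0657 with more than 5 cells required and -0.282 with more than 20 (two-sided permutation p = 0.564 and 0.158). At more than 5 cells, the log2 ratio above 3 set the effective limit. With more than 20 cells required, an alternative set before the data were examined, expanded 564Igi clonotypes were shorter than the other 564Igi clonotypes by a mean difference of -0.0320 (two-sided permutation p = 0.855).

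The paper finds clonality within clusters similar between conditions. In draws of 78 *Sostdc1* T_FH_ cells, 49.3 clonotypes were seen in WT and 59.6 in 564Igi chimeras (two-sided exact permutation p = 0.00794, adjusted over 5 clusters 0.0397). The other 4 clusters tested did not differ, with exact permutation p values of 0.257 or more.

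The paper describes lower *Cd4* in 564Igi cells of GLIPH_506. In cells with the CDR3β sequences drawn for that group, the mean log2 level of *Cd4* was 1.20 in WT mouse 12 and 1.27 in 564Igi mouse 24, each the only mouse of its condition with 20 such cells. The group here is defined by these sequences alone.

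The paper gives 13,232 unique CDR3β sequences. In cells with 1 α and 1 β sequence, 10667 were counted.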

Other observations

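In this part, the tests of B cell genes beside *H2-Ab1* and *Derl3*, that of females against males, that of the chromosome of *Gm42031*, those of genes found in a share of cells similar to *Gm42031*, those of 1 random cell per clonotype and that of *Pdcd1* by condition were chosen only after the result was seen.

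*Gm42031* was the gene called among all follicular T cells, and 3 of 100 splits of the mice gave as many called genes, the real one included, so chance can be excluded for that count at the 0.05 level. The split of WT mice 11, 23 and 36 with 564Igi mice 13 and 34 against the others gave 7 called genes, and no label or batch is known for it. Chance can also be excluded for the activated cluster (4 of 100 splits), the T_FR_ cluster (2 of 100), and expanded clonotypes (2 of 100). It cannot be excluded for the effector cluster (10 of 100) and the interferon stimulated cluster (5 of 35). The splits decide nothing for the central memory cluster (56 of 56) and the comparison of T_FR_ with activated cells (100 of 100), because limma called 0 genes there, with 784 and 704 at an unadjusted p under 0.05, and no split can give fewer. For the set tests it cannot be excluded either, with a camera p as small in 7 of 100 splits for glycolytic and 21 of 100 for interferon-stimulated genes.

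Several technical explanations for *Gm42031* were tested. Separate normalization of the conditions predicts that genes found in a similar share of cells shift by a comparable amount. Among 1012 such genes the size of the log2 fold change had a 95th percentile of 0.11 and a highest value of 0.54, against 1.85 for *Gm42031*, which argues against it. Linkage to the knocked-in immunoglobulin genes predicts a called gene on the chromosome of *Igh* or *Igk*, 12 or 6, and 0 were called there, as *Gm42031* lies on chromosome 8, which argues against it. A chromosomal segment that differs between donors predicts changed neighbours, and within 5 Mb of *Gm42031* 1.37% of 73 genes had an unadjusted p under 0.05, against 3.16% of the others, which argues against a segment that alters several genes. A variant in *Gm42031* alone, reads shared with a related sequence and an effect of autoimmunity or of NP-OVA immunization may each account for it and stay open. The paper's text does not name which donor the sorted CD45.2+ cells of mixed chimeras came from.

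Beyond the genes that the paper's text names, *Derl3*, *Mt1*, *Stc2* and *Tpt1* were higher and *Cldn10* and *D830030K20Rik* lower in 564Igi chimeras at a limma adjusted p under 0.05 among all cells. Except for *Tpt1* (0.20), their log2 fold changes were at most 0.05 in size, for *Mt1*. *H2-Aa*, *H2-Ab1* and *H2-Eb1*, listed with a dot in their names, were found in 0.659%, 0.667% and 0.561% of WT cells and in 2.15%, 2.49% and 1.83% of 564Igi cells (two-sided exact permutation p = 0.00794 each, unadjusted over the markers looked at). RNA of B cells in the T cell droplets is a possible explanation. Of the B cell list's 12 genes, 11 were in the matrix, and of the 7 outside MHC class II and its chaperone *Cd74*, 4 were found in under 1% of WT cells, where a small share of B cell RNA would show. The largest rise among these was 0.0575 percentage points (standard error 0.0699), for *Cd79a*, which is abundant in B cells and was found in 0.224% and 0.282% of cells (two-sided exact permutation p = 0.413). The MHC class II genes rose by at least 1.27. These values argue against B cell RNA as the source. *Cd74* was found in 29.1% and 30.8% of cells. RNA of other antigen-presenting cells and expression by activated T cells stay open, as untested.

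The correlation of *Cd74* with T_FR_ clone size in 564Igi chimeras could come from RNA of B cells. This predicts that other B cell genes correlate too. The 6 outside MHC class II had a mean rho of 0.00345 there, while *Cd74* had 0.147 and the 3 MHC class II genes 0.0889, both above the 6 genes in 5 of 5 mice. These 6 decide little. *Cd79b*, *Cd22* and *Fcmr* were found in 4.79% to 5.62% of these cells, where a high baseline would hide a small share of B cell RNA, and *Cd79a*, *Bank1* and *Ebf1* in at most 0.416%, with positive mean rho of up to 0.0302. RNA of B cells or of other antigen-presenting cells and expression in T_FR_ cells stay open. Repeated counting of cells of large clonotypes was tested for *Tcf7*, *Ifngr1* and *Cd74*. With 1 random cell of each clonotype the largest of the 3 differences was 0.0497, for *Cd74*, against 0.166 over all cells, and none passed its exact permutation test, so the weight of large clonotypes may carry these differences. The largest clonotype of each mouse does not do so alone for *Tcf7* and *Cd74*, whose differences were -0.108 and 0.150 without it (exact permutation p = 0.0238 and 0.0159), while that of *Ifngr1* was 0.0846 and did not pass (exact permutation p = 0.0714). For *Tigit* the difference was -0.102, against -0.108 over all cells, which argues against this explanation.

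The mean correlation of *Pdcd1* with clone size was 0.196 in WT and 0.110 in 564Igi chimeras, a difference of -0.0860 (two-sided exact permutation p = 0.0476). It was nearer 0 in 564Igi chimeras. This test was not adjusted, and the paper does not report it.

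Fewer central memory T_FH_ cells in 564Igi chimeras could go with the sex of the mice as labelled. The difference was -3.82 percentage points among females and -0.538 among males. Within sex it averaged -2.18, against -2.27 over all mice. For the unequal numbers of females and males to give the whole difference, females would have to differ from males by -11.3 points, where all mice lay within 6.06 points of each other. Within conditions females differed from males by -0.435 (standard error 0.979), so the tables argue against the unequal numbers as the cause. With mice reassigned within sex, the exact permutation p of the difference between conditions was 0.06, so it did not exceed the spread between mice. Whether it differs between the sexes was not tested. The sequenced cells of mice labelled male carried *Xist*. The label may describe the recipient or be wrong, which was not tested.

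Clonotypes found in several mice were tested for carryover between libraries. Within these clonotypes 0 cell barcodes were shared between mice, and 6 of 24 had a nucleotide sequence found in all their mice, so the tables argue against carried molecules and against a single clone of cells or molecules as the source of most of them. For those 6, an identical recombination or a common source stays open.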
